# *Hoxa9*/*meis1*-transgenic zebrafish develops acute myeloid leukaemia-like disease with rapid onset and high penetrance

**DOI:** 10.1098/rsob.220172

**Published:** 2022-10-26

**Authors:** Wei Wang, Hongji Li, Mengling Huang, Xue Wang, Wei Li, Xiaoqing Qian, Lili Jing

**Keywords:** *hoxa9*, *meis1*, acute myeloid leukaemia, transgenic zebrafish model, myeloid malignancy

## Abstract

*HOXA9* and *MEIS1* are co-expressed in over 50% of acute myeloid leukaemia (AML) and play essential roles in leukaemogenesis, but the mechanisms involved are poorly understood. Diverse animal models offer valuable tools to recapitulate different aspects of AML and link *in vitro* studies to clinical trials. We generated a double transgenic zebrafish that enables *hoxa9* overexpression in blood cells under the draculin (*drl*) regulatory element and an inducible expression of *meis1* through a heat shock promoter. After induction, Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) embryos developed a preleukaemic state with reduced myeloid and erythroid differentiation coupled with the poor production of haematopoietic stem cells and myeloid progenitors. Importantly, most adult Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) fish at 3 months old showed abundant accumulations of immature myeloid precursors, interrupted differentiation and anaemia in the kidney marrow, and infiltration of myeloid precursors in peripheral blood, resembling human AML. Genome-wide transcriptional analysis also confirmed AML transformation by the transgene. Moreover, the dihydroorotate dehydrogenase (DHODH) inhibitor that reduces leukaemogenesis in mammals effectively restored haematopoiesis in Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) embryos and improved their late survival. Thus, Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) zebrafish is a rapid-onset high-penetrance AML-like disease model, which provides a novel tool to harness the unique advantages of zebrafish for mechanistic studies and drug screening against *HOXA9*/*MEIS1* overexpressed high-risk AML.

## 1. Introduction

Acute myeloid leukaemia (AML) is an aggressive neoplastic disease characterized by differentiation arrest and uncontrolled proliferation of immature cells of the myeloid lineage [1]. It is a highly heterogeneous and complex disease. Traditional chemotherapy using cytotoxic agents has been the mainstay of AML treatment for decades, with a 5-year survival rate of 30–35% [2]. Recent studies have identified important genetic alterations in AML and have led to development of new drugs targeting those specific mutations [3,4]. Since 2017, several targeted therapies have been approved for AML treatment, such as FMS-like tyrosine kinase 3 (FLT3) inhibitor for AML patients with FLT3 mutations and isocitrate dehydrogenase (IDH) 2 inhibitor for AML with IDH2 mutations [5,6]. However, for AML of unknown aetiology, there is still an urgent need to develop novel treatments.

AML is an intricate disease, and cultures of single-cell line systems can never recapitulate the complexity of the disease [7]. Diverse animal models have been used to study the mechanisms responsible for the cellular and molecular pathologies of AML and for drug screening. Among these models, zebrafish (*Danio rerio*) has proven to be a useful model for studying haematopoietic regulation and blood disorders [8]. The zebrafish model affords many advantages, such as high fecundity, rapid external embryo development, numerous fluorescent reporter lines and genetic tractability [9]. In addition, the cellular processes and genetic programmes of haematopoiesis are highly conserved between zebrafish and mammals.

A series of myeloid leukaemia models have been established using zebrafish [10–12]. Most of these models are based on exogenous expression of human AML fusion oncogenes or genetic mutations. These mutations in zebrafish often disrupt embryonic haematopoiesis, resulting in distinct phenotypes such as expansion of the myeloid compartment and anaemia. These embryonic models partially recapitulate the symptoms observed in mice and humans, which offer a fast tool useful for mechanistic studies and drug discovery. However, the embryonic models do not represent a full adult-arising leukaemia. Unfortunately, the haematological abnormalities that present early in these models are often embryonic lethal, which precludes studies of adult leukaemia [9]. Alternatively, the transgene may survive into adulthood, but usually develops into leukaemia with long latency and low penetrance, making further study inconvenient. For example, Tg(*NUP98*-*HOXA9*) zebrafish used a Cre-LoxP system to drive inducible expression of human *NUP98*-*HOXA9* in blood cells, which circumvented early embryonic death. About 23% of the transgenic fish developed preleukaemia myeloproliferative neoplasms (MPNs) by 2 years after a long latency period [13]. This has become a limitation of the zebrafish system for myeloid disease research.

In nearly 80% of AML cases, HOXA9 is upregulated, and it is one of the most important predictors of treatment failure by traditional chemotherapy and radiation therapy [12,14,15]. A variety of upstream genetic alterations can lead to deregulation of HOXA9 [16]. HOXA9 is also directly involved in recurrent translocations, resulting in fusion transcripts, such as NUP98-HOXA9 oncogene [17]. Hoxa9 overexpression alone in mouse bone marrow cells leads to a myeloproliferative disorder that progresses to AML around 7 months, suggesting the requirement for additional genetic events prior to AML [17]. HOXA9 is also often co-overexpressed with other cofactors. One of the cofactors, myeloid ecotropic viral integration site 1 (MEIS1) is a three-amino acid-loop-extension homeodomain protein [18,19]. The co-overexpression of HOXA9 and MEIS1 is observed in over 50% of human AML [20,21]. Overexpress *Hoxa9*/*Meis1* in murine primary bone marrow cells, when transplanted into syngeneic mice, induced AML rapidly in 49–75 days [22]. In fact, *Hoxa9*/*Meis1* combination is one of the most potent AML-inducing oncogenes that induce the fastest occurrence of leukaemia [23,24]. The mouse *Hoxa9*/*Meis1* AML model is now widely used to study the pathogenesis of AML and to test anti-leukaemic therapies. However, there is currently no zebrafish *hoxa9*/*meis1* model. The construction of a zebrafish *hoxa9*/*meis1* model would expand our ability to study AML and help to develop new drugs.

In this study, we generated a double transgenic zebrafish harbouring *hoxa9*/*meis1* under the control of zebrafish *draculin* (*drl*) haematopoietic cell regulatory element [25] and heat shock-inducible *hsp70* promoter [26]. In embryos, enforced *hoxa9*/*meis1* expression led to defective myeloid, erythroid and lymphoid development coupled with poor haematopoietic stem cells (HSCs) output. At the age of 3 months, most Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) showed expansion of immature myeloid precursors and anaemia in the kidney marrow (KM) and significant infiltration of myeloid precursors in the peripheral blood (PB), similar to AML in mammals. We propose that Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) zebrafish is a unique tool to study the related AML pathogenesis and treatment.

## 2. Materials and methods

### 2.1. Zebrafish maintenance and embryos handling

Zebrafish (*Danio rerio*) were raised and maintained in a circulating system (28.5°C, pH 7.3, conductivity of 400 mS cm^−1^ and 14 h light/10 h dark cycle) and fed two times per day. Embryos were maintained in E3 medium (5 mM NaCl, 0.17 mM KCl, 0.33 mM CaCl2 and 0.33 mM MgSO4). Wild-type (WT) zebrafish of the AB strain were used in the study.

### 2.2. Generation of transgenic zebrafish and heat shock treatment

The full-length CDS of *hoxa9* was tagged with 6xmyc and cloned after the *drl* regulatory element in a vector that also contained *∂*-crystallin::Venus (CV) reporter gene. Full-length CDS of *meis1b* (*meis1* hereafter) together with 2A-GFP was cloned downstream of zebrafish *hsp70* promoter in a *pcs2* expression vector [27]. These plasmids were separately injected into WT zebrafish embryos at one-cell stage to generate stable Tg(*drl*:*hoxa9*) or Tg(*hsp70*:*meis1*). Tg(*drl*:*hoxa9*) was crossed with Tg(*hsp70*:*meis1*) to obtain a double transgene fish Tg(*drl*:*hoax9*;*hsp70*:*meis1*). Tg(*drl*:*hoax9*;*hsp70*:*meis1*) was identified by the expression of GFP in the whole embryos after heat shock induction at 1 dpf and the expression of GFP in the eyes at 3 dpf. To induce expression of Tg(*hsp70*:*meis1*), embryos were heat induced at 38.5°C for 1 h. For repeated heat shock inductions, embryos were heat induced at 38.5°C for 1 h every 3 days starting at 24 hpf. These heat shock treatments had little effect on the health of the zebrafish.

### 2.3. Whole-mount *in situ* hybridization and probe synthesis

Whole-mount *in situ* hybridization (WISH) was performed as previously described [28]. The digoxigenin-UTP labelled oligonucleotides were synthesized using an *in vitro* transcription system. *cmyb*, *mpx*, *mfap4*, *gata1*, *rag1* and *hbbe*1 probes were synthesized from linearized plasmids with T7 polymerase. *runx1* probe were synthesized from PCR template with T7 polymerase. The PCR template was amplified from zebrafish cDNA with *runx1* specific primers, which were 5′-CGCCTCCCTCCACCACCCTGA-3′ and 5′-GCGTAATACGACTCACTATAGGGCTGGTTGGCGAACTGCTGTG-3′. At the desired time points, embryos were fixed overnight in 4% paraformaldehyde (PFA) at 4°C, bleached and dehydrated in methanol at −20°C. Further processing of embryos was conducted according to the protocol previously published [24]. The stained embryos were imaged under SZX16 stereomicroscope or BX53 microscope (Olympus, Japan).

### 2.4. Neutral red staining

Embryos were treated with 0.003% N-phenylthiourea PTU (Sigma-Aldrich, St. Louis, MO, USA) between 10 and 24 hpf to prevent pigment formation. Staining of macrophages in live embryos was obtained by incubating embryos in 2.5 µg ml^−1^ neutral red (Sangon Biotech, China) in E3 medium containing PTU at 28.5°C in the dark for 6–8 h according to the procedures in previous studies [29]. The stained embryos were imaged under SZX16 stereomicroscope.

### 2.5. Sudan black staining

Embryos were fixed overnight in 4% PFA at 4°C and washed three times in PBS. Embryos were then stained with Sudan black solution (0.18% stock diluted 1 : 5 in 70% ethanol, 0.1% phenol) for 30 min to 5 h. After neutrophil granules have taken up the stain, embryos were treated with a series of 5 min washes, and a single wash in 70% ethanol followed by a single wash of a 1 : 1 ratio of 70% ethanol and PBS. The embryos are finally washed in PBS. The stained embryos were imaged under SZX16 stereomicroscope.

### 2.6. Benzidine staining

Embryos were treated with 0.003% N-phenylthiourea PTU between 10 and 24 hpf to prevent pigment formation. Embryos were incubated in benzidine staining solution (4 ml 5 mg ml^−1^ benzidine stock prepared in methanol, 4.966 ml ddH_2_O, 33.4 µl 3 M NaOAC and 200 µL 30% H_2_O_2_) for 30 min in the dark. After washed with PBST (PBS containing 1% Tween20), embryos fixed in 4% PFA overnight and imaged under stereomicroscope.

### 2.7. Western blot

Embryos were lysed in RIPA cell lysis buffer (Beyotime, Haimen, China) supplemented with PMSF (1 mM) for 30 min at 4°C with occasional rocking. After centrifugation, the supernatants were harvested and boiled for 10 min. The total protein concentration was determined by the BCA assay kit (Beyotime, Haimen, China). Embryos lysates were loaded onto SDS-PAGE and transferred to PVDF membranes. The antibodies used were as follows: anti-β-actin antibody (1:500, Proteintech, 66009-1, China) and anti-meis1 antibody (1:200, Santa Cruz, sc-101850, USA).

### 2.8. Antibody staining of the embryos

The Tg(*drl*:*hoxa9*) embryos at 28-somite stage were fixed in 4% PFA plus 1% DMSO in 0.1 M phosphate buffer (PB). Embryos were then washed three times using PB and dehydrated in MeOH at −20°C, followed by pre-chilled acetone treatment for 7–20 min at −20°C. Embryos were then washed with incubation buffer (IB, 0.1 M PB buffer containing 0.2% BSA and 0.5% Triton-X) three times. After that, embryos were incubated with anti-myc (Proteintech, 60003-2-1g, China) overnight at 4°C, washed with IB and then incubated with 594-conjugated goat anti-mouse IgG (H + L) secondary antibody (Proteintech, SA00013-3, China). The stained embryos were imaged under a MVX10 fluorescence microscope (Olympus, Japan).

### 2.9. Cytology analysis of whole kidney marrow and peripheral blood of adult fish

The adult fish KM was dissected and placed into FACS buffer (ice cold 0.9X phosphate-buffered saline containing 5% fetal calf serum). The single haematopoietic cells from KM were generated by pipetting and filtration through 40 µm filters. PB was obtained by puncturing the tail using a scalpel and collected using micropipette tips coated with heparin. Blood samples were immediately placed into FACS buffer for further cytological analysis. The whole KM and PB were collected from each fish, and the fish were then euthanized. The single-cell suspensions were cytocentrifuged at 300 rpm for 3 min with Cytospin 4 (Sigma Biomolecules, St Louis, MO, USA). The slides were double stained by May-Grünwald and Giemsa (Sigma-Aldrich, St Louis, MO, USA) for morphological analysis and cell counting according to the manufacturer's protocol.

### 2.10. Tissue sections, histology and immunohistochemistry

Whole adult zebrafish were euthanized with 2 mg ml^−1^ Tricaine (Sigma-Aldrich, St Louis, MO, USA), fixed in 4% PFA and embedded in paraffin, and 5 µm serial sections were obtained and stained with haematoxylin and eosin (H&E) or periodic acid-Schiff (PAS) according to the standard procedures [30].

### 2.11. Real-time qPCR

Total RNA was extracted from embryos using Trizol reagent (Thermo Fisher Scientific, Waltham, MA, USA). The cDNA was reverse transcribed using Hifair II first-strand cDNA synthesis supermix for qPCR (1123ES60, Yeasen Biotechnology, shanghai, China). The qPCR analysis was performed with Hieff qPCR SYBR Green Master Mix (11203ES08, Yeasen Biotechnology, shanghai, China) in a StepOnePlus real-time PCR machine (Applied Biosystems, USA). Each target gene was calculated using the 2^−ΔΔCT^ method. The primers for target genes are listed in electronic supplementary material, table S1.

### 2.12. Analysis of genome-wide transcription changes

To evaluate genome-wide gene expression changes, the KM cells were harvested from adult WT or Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) zebrafish (about 5 months old). The blood cells from three KMs were mixed into one sample and the total RNA was extracted using Trizol. Three biological triplicates were used for each group. The total RNA quantity and purity were analysed by Bioanalyzer 2100 and RNA 6000 Nano LabChip Kit; high-quality RNA samples with RIN number greater than 7.0 were used to construct sequencing library. We performed the 2 × 150 bp paired-end sequencing (PE150) on an Illumina Novaseq 6000 (LC-Bio Technology CO., Hangzhou, China) following the vendor's recommended protocol.

### 2.13. RNA-seq analysis

Reads obtained from the sequencing machines were further filtered by Cutadapt (version:1.9) to get high-quality clean reads. Then, we aligned reads of all samples to the research species reference genome using HISAT2 (version:2.0.4) package, which initially remove a portion of the reads based on quality information accompanying each read and then maps the reads to the reference genome (GRCz11, from the Ensembl genome database project). The mapped reads of each sample were assembled using StringTie (version:1.3.4d) with default parameters. Next, all transcriptomes from all samples were merged to reconstruct a comprehensive transcriptome using gffcompare software (version:0.9.8). After the final transcriptome was generated, StringTie and ballgown were used to estimate the expression levels of all transcripts and perform expression abundance for mRNAs by calculating FPKM value. Genes differential expression analysis was performed by DESeq2 software between two different groups (and by edgeR between two samples). The genes with the parameter of false discovery rate (FDR) below 0.05 and absolute fold change greater than or equal to 2 were considered differentially expressed genes. Differentially expressed genes were then subjected to enrichment analysis of gene ontology (GO) functions and Kyoto encyclopaedia of genes and genomes (KEGG) pathways. A ranked gene list obtained the differential expression analysis was input to ‘GSEA’ package for further analysis.

### 2.14. Statistical analysis

To calculate the WISH staining results, the embryos were analysed under a microscope after the staining and divided into two groups according to the staining results, a high-staining group and a low-staining group. For statistical analysis, groups with high staining were used in the *t*-test. Data of all triplicate experiments were reported as mean values ± s.d. Statistical analyses were performed using GraphPad Prism 8.0.2 (GraphPad Software, San Diego, CA, USA) using two-tailed student's *t*-tests. The Log-rank (Mantel-Cox) significance test was used to analyse survival curves. The statistical significance was displayed as ‘ns’ for no statistical significance, *p < .05, **p < .01 and ***p < .001.

## 3. Results

### 3.1. Overexpression of hoxa9 in blood cells inhibits myeloid development

We first generated a transgenic line to overexpress *hoxa9* under the control of the zebrafish *drl* regulatory element. The *drl* elements are active in all lineages derived from the lateral plate mesoderm and thus covering all haematopoietic cells [25]. We cloned myc-tagged *hoxa9* into the plasmid which also contained an integration marker, gamma crystallin driving Venus GFP expression in lens [27]. The plasmid *∂-crystallin-VenusGFP-drl-hoxa9-myc* was injected into WT embryos at one-cell stage to generate a stable Tg(*drl*:*hoxa9*). At 3 dpf, GFP expression was observed in the eyes of transgenic embryos (figure 1*a*). Whole-mount immunofluorescence with anti-myc antibody revealed that *hoxa9* are indeed overexpressed in the blood cells in the transgene (figure 1*a*). We analysed the haematopoietic phenotypes in Tg(*drl*:*hoxa9*) embryos using WISH. Embryos overexpressing *hoxa9* did not affect the development of HSCs as indicated by the similar expression of *runx1* between WT and transgenic embryos from 36 h post-fertilization (hpf) to 3 dpf (figure 1*b*). Overexpressing *hoxa9* did not affect myeloid progenitor cell (*cmyb*) development at the early stages (36 hpf-3 dpf) but inhibited its formation at 4–5 dpf (figure 1*c*). In addition, Tg(*drl*:*hoxa9*) reduced the expression of the neutrophil marker *mpx* and the macrophage marker *mfap4* at 3–5 dpf, indicating that these embryos undergo myeloid development arrest (figure 1*d,e*). By contrast, Tg(*drl*:*hoxa9*) did not affect the expression of erythrocyte marker *hbbe1* at 3 dpf (figure 1*f*). Taken together, the overexpression of *hoxa9* in blood cells mainly inhibits myeloid development.

**Figure 1.**
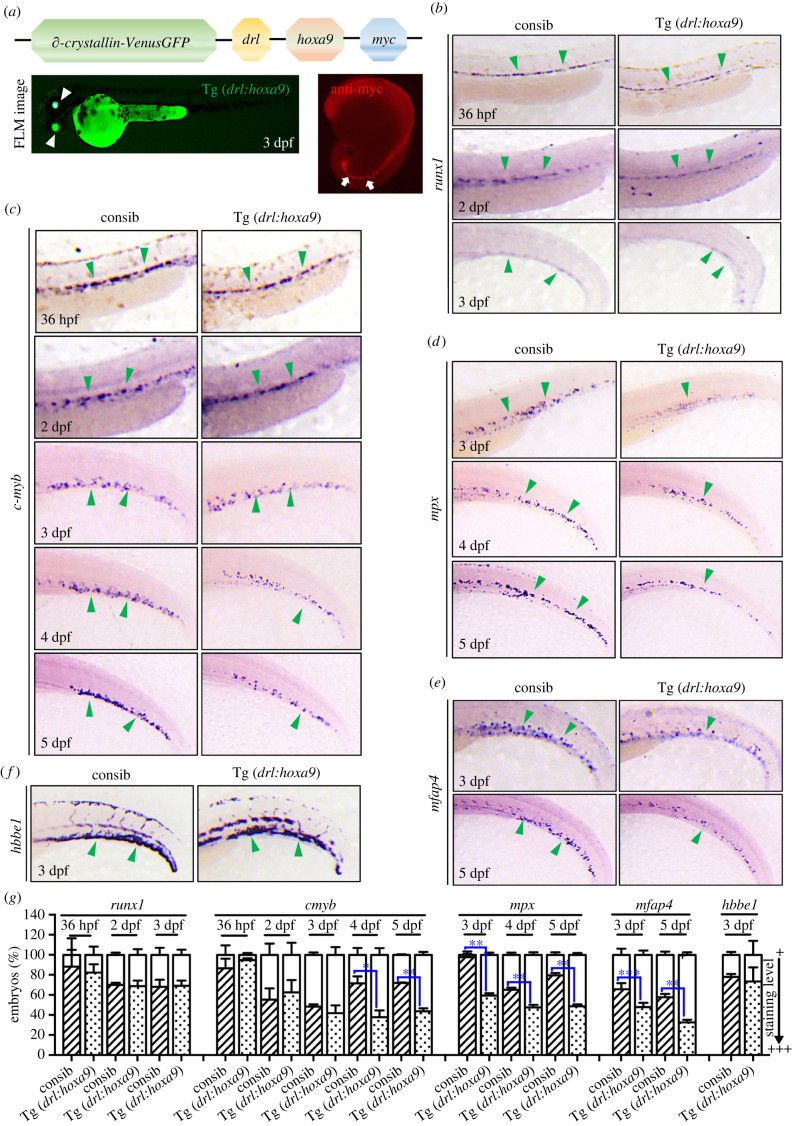
Transgenic zebrafish express *hoxa9* under the control of *drl* regulatory element. (*a*) The schematic representation of Tg(*drl*:*hoxa9*) expression with *∂*-crystallin::Venus GFP reporter gene. A GFP variant is expressed in the eyes under the control of the *∂*-crystallin lens promoter (white arrowheads). Whole-mount immunofluorescence staining with anti-myc antibody indicated the overexpression of *hoxa9* in blood cells (white arrows). (*b*) WISH assay for HSC gene, *runx1* in embryos at 36 hpf-3 dpf. (*c*) WISH for myeloid progenitor gene, *c-myb* in embryos at 36 hpf-5 dpf. (*d*) WISH for neutrophil gene, *mpx* in embryos at 3–5 dpf. (*e*) WISH for macrophage gene, *mfap4* in embryos 3–5 dpf. (*f*) WISH for erythroid gene, *hbbe1* in embryos 3 dpf. (*g*) Quantification of WISH results in (*b*–*f*) at 36 hpf-5 dpf (*n* = 50–200 embryos per group). Data are represented as mean ± s.d. *p < .05, **p < .01, ***p < .001. *drl, draculin*; FLM, fluorescence microscopy; WISH, whole-mount *in situ* hybridization; hpf, hours post-fertilization; dpf, days post-fertilization.

### 3.2. Induction of ubiquitous expression of MEIS1 does not affect embryonic haematopoiesis

Next, we generated a transgenic zebrafish to overexpress *meis1*. Zebrafish have 2 paralogues of *meis1*, *meis1a* and *meis1b*. *meis1b* shows 94% identity to its human counterpart at the amino acid level [31]. It is expressed throughout the embryos including haematopoietic cells and has been shown to regulate primitive and definitive haematopoiesis [32–34]. We cloned *meis1b* (hereafter *meis1*) under the control of the zebrafish *hsp70* promoter. The *pcs2-hsp70-meis1-2A-GFP* plasmid was injected into WT embryos at one-cell stage to generate the stable Tg(*hsp70*:*meis1*). At 24 hpf, the embryos were heat shocked at 38.5°C for 1 h, the transgenic embryos showed GFP expression throughout the whole body within a short time (figure 2*a*). Western blot experiments revealed that *meis1* protein was readily induced after heat shock and lasted at least for 72 h (figure 2*b*). We incubated WT and Tg(*hsp70*:*meis1*) embryos at 38.5°C for 1 h at 24 hpf, and fixed the embryos at 2–5 dpf for WISH. Embryos overexpressing *meis1* showed the similar levels of *runx1*, *cmyb*, *mpx* and *mfap4* at different stages compared to WT (figure 2*c*,*d*). In addition, benzidine-stained haemoglobin expression remained unaffected in Tg(*hsp70*:*meis1*) embryos after heat induction (figure 2*e*), indicating normal erythroid differentiation. Taken together, the overexpression of *meis1* throughout embryos alone did not influence embryonic haematopoiesis.

**Figure 2.**
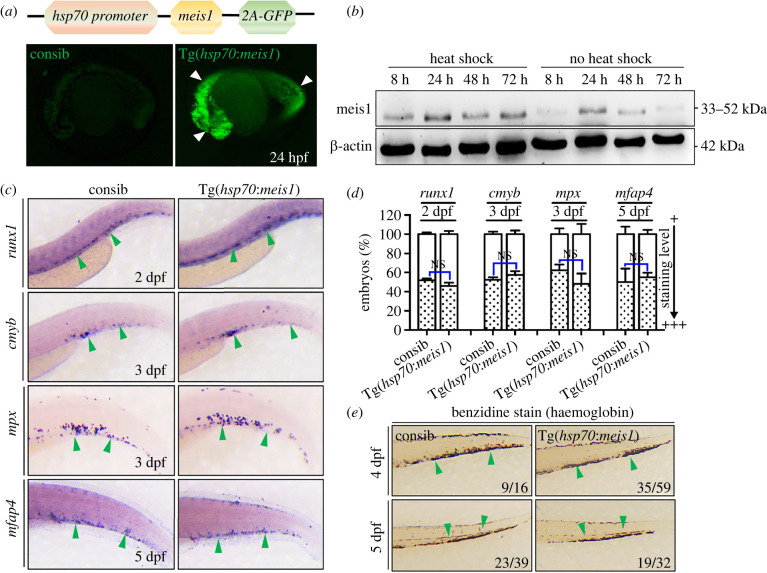
Transgenic zebrafish with inducible expression of *meis1* under the control of *hsp70* promoter. (*a*) The schematic representation of Tg(*hsp70*:*meis1*) expression vector. Ubiquitous GFP expression can be observed throughout whole embryos followed by HS for 1 h at 24 hpf (white arrowheads). (*b*) Western blot using a monoclonal anti-Meis1 antibody recognizes Meis1 protein at different times after HS induction. The antibody also recognizes endogenous Meis1 protein in the control group without HS. The mouse anti-β-actin antibody serves as controls. (*c*) Tg(*hsp70*:*meis1*) embryos were heat shocked at 24 hpf and assayed by WISH for *runx1* (2 dpf), *c-myb* (3 dpf), *mpx* (3 dpf) and *mfap4* (5 dpf) at different stages. (*d*) The quantification of WISH results in C (*n* = 50–100 embryos per group). Data are represented as mean ± s.d. NS means no statistical significance. (*e*) Benzidine staining of haemoglobin in mature erythrocytes in embryos at 4–5 dpf. HS, heat-shock. dpf, days post-fertilization.

### 3.3. Co-overexpression of hoxa9 and meis1 inhibits myeloid, erythroid and lymphoid development and the formation of haematopoietic stem cells and myeloid progenitors

We next crossed the two transgenic lines to establish a stable Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) with inducible co-overexpression of *hoxa9* and *meis1* in blood cells (figure 3*a*). WT, Tg(*drl*:*hoxa9*) and Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) embryos at 24 hpf were heat shocked at 38.5°C for 1 h and subjected to WISH at 2, 3 or 5 dpf. After induction, Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) embryos significantly inhibited the development of *runx1*-labelled HSCs at 2 dpf, and the *cmyb*-labelled myeloid progenitor cells at 3 dpf compared to WT and Tg(*drl*:*hoxa9*) embryos. And Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) after induction further decreased the formation of mature neutrophils (*mpx*) and macrophages (*mfap4*) that were already inhibited by Tg(*drl*:*hoxa9*) at 3 and 5 dpf (figure 3*b*). Neutral red staining of macrophages and Sudan black staining of neutrophils confirmed the strong inhibition of myeloid differentiation in Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) embryos (figure 3*c*,*d*). Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) also showed a decrease of lymphoid cells (*rag*1) at 5 dpf (figure 2*e*), a decrease of erythroid progenitors (*gata1*) at 2 dpf (figure 2*f*) and a decrease of mature erythrocytes (stained by Benzidine) at 5 dpf (figure 2*g*), indicating that Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) also has defects in erythroid and lymphoid differentiation. To verify whether the phenotypes depend on the level of Meis1 protein induced by heat shock, we also heat-shocked Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) embryos daily from 24 dpf and performed WISH assay at 5 dpf. The results showed that Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) displayed similar haematopoietic defects under more frequent heat shock conditions (electronic supplementary material, figure S1). Together, these results showed that the co-overexpression of *hoxa9* and *meis1* in blood cells significantly inhibited the development of myeloid, erythroid and lymphoid cells, and the specification of haematopoietic stem and progenitor cells (HSPCs) compared to WT or Tg(*drl*:*hoxa9*) embryos. The lower production of mature blood cells coupled with poor HSPCs production in Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) was reminiscent of the MDS phenotype [12].

**Figure 3.**
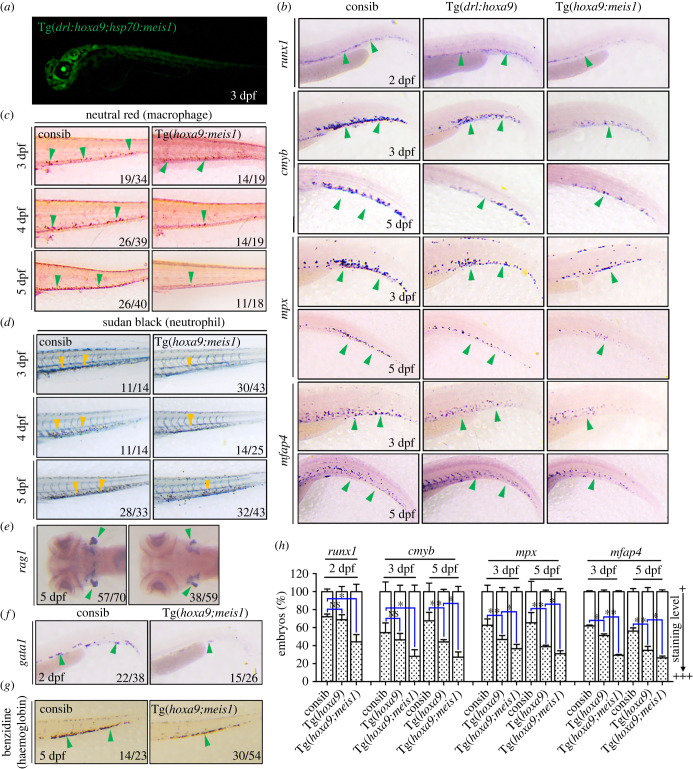
Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) inhibits myeloid, erythroid and lymphoid differentiation and the formation of HSCs and myeloid progenitors. (*a*) Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) was heat shocked at 24 hpf, and ubiquitous GFP expression was induced after HS. GFP was also expressed in the eyes under the control of the *∂*-crystallin promoter. (*b*) Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) embryos and control siblings were heat shocked at 24 hpf and assayed by WISH for different genes in zebrafish haematopoiesis at different stages, *runx1* (2 dpf), *c-myb* (3 and 5 dpf), *mpx* (3 and 5 dpf) and *mfap4* (3 and 5 dpf). (*c*) Neutral red staining of macrophages in embryos at 3–5 dpf. (*d*) Sudan black staining of neutrophils in embryos at 3–5 dpf. (*e*) WISH assay for *rag1* at 5 dpf. (*f*) WISH assay for erythroid gene, *gata1* in embryos at 2 dpf. (*g*) Benzidine staining of haemoglobin in mature erythrocytes in embryos at 5 dpf. (*h*) The quantification of WISH results in (*b*) (*n* = 50–100 embryos per group). Data are represented as mean ± s.d. *p < .05, **p < .01. NS means no statistical significance. HS, heat-shock; dpf, days post-fertilization; WISH, whole-mount *in situ* hybridization.

### 3.4. Tg(drl:hoxa9;hsp70:meis1) adult fish displays acute myeloid leukaemia-like phenotype at 3 months old

To examine the possible development of leukaemia-like phenotype in adult fish, Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) embryos and control sibling including WT, Tg(*drl:hoxa9*) and Tg(*hsp70*:*meis1*) were heat shocked once at 24 hpf for 1 h, and were then grown to adulthood. Most of the fish survived. Starting at 3 months old, the majority of Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) zebrafish presented with abdominal masses compared to control siblings. The PB and KM cells were collected from the 3-month-old fish and subjected to May-Grünwald and Giemsa staining. The PB cells from the control were predominantly erythrocytes, with myelocytes only occasionally observed (electronic supplementary material, figure S2*a*,*b*). By contrast, Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) fish contained noticeable myeloid precursor cells that have high nuclear to cytoplasmic ratio. These Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) also demonstrated abundant myeloid precursors in the KM compared to WT, supporting the development of adult AML-like malignancies. These Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) fish are now 1.5 years old, and many of them are still alive, although some are in a sick state.

To enhance the adult myeloid malignancies, Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) embryos and their siblings were heat shocked once at 24 hpf, followed by continuous heat shock pulse treatment every 3 days as induced Meis1 protein lasts for at least 3 days. Under this condition, Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) fish died rapidly starting from 6 dpf, significantly higher than control siblings (figure 4*a*), which is similar to the rapid death observed in mouse recipients of bone marrow cells overexpressing *Hoxa9* and *Meis1* [24,35]. About 20–40% of embryos survived to adulthood. At three-month old, almost all Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) presented with abdominal masses and were susceptible to infection compared to control fish (figure 4*b*), and these Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) fish died within 6 months after birth. We dissected the three-month-old fish and performed H&E staining on tissue sections. Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) demonstrated a significantly enlarged kidney compared to the control (figure 4*c*). The normal zebrafish kidney is composed of nephron functional units in arborized arrangements, surrounded by haematopoietic tissue that is dispersed throughout the intervening spaces (figure 4*d*). By contrast, Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) showed infiltration of cells throughout the intervening spaces (figure 4*d*). Moreover, Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) also showed invaded cells in the liver (figure 4*e*). In addition, we confirmed that a subset of infiltrating cells in kidney or liver were myeloid cells using PAS staining (figure 4*f*,*g*). To monitor blood composition, we performed the cytological analysis on the whole KM cells from WT, Tg(*drl*:*hoxa9*) and Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) adult fish. Compared to WT, Tg(*drl*:*hoxa9*) showed a strong increase of metamyelocyte population. By contrast, Tg(*drl:hoxa9*;*hsp70*:*meis1*) showed a strong expansion of myeloid precursors, along with an inhibition of myeloid differentiation (figure 4*h–j*). The expanded immature precursors in Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) exhibited large nuclei, high karyoplasmic ratio and intensive cytoplasmic staining, resembling the AML blasts (figure 4*h*–*j*). In addition, flow cytometry analysis of KM also revealed that the percentage of immature precursors was increased and the myelomonocyte populations were decreased in Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) (electronic supplementary material, figure S3). Moreover, both Tg(*drl:hoxa9*) and Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) exhibited a decrease of the erythrocyte population, indicating anaemia in these fish. We also performed cytological analysis of PB cells, and the results revealed that compared to WT, the PB of Tg(*drl*:*hoxa9*) contained noticeable mature myelocytes (figure 4*j*), which was less common at 3 months old but became common at 12-month old. By contrast, the PB of Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) showed a significantly increased presence of poorly differentiated precursors at the age of 3 months (figure 4*j*). The accumulation of immature myeloid precursor cells and interrupted myeloid and erythroid differentiation in the KW and the infiltration of myeloid precursors into the circulation in Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) fish are reminiscent to the symptoms of human AML, supporting that Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) after induction rapidly develops an AML-like malignant myeloid disease in adulthood.

**Figure 4.**
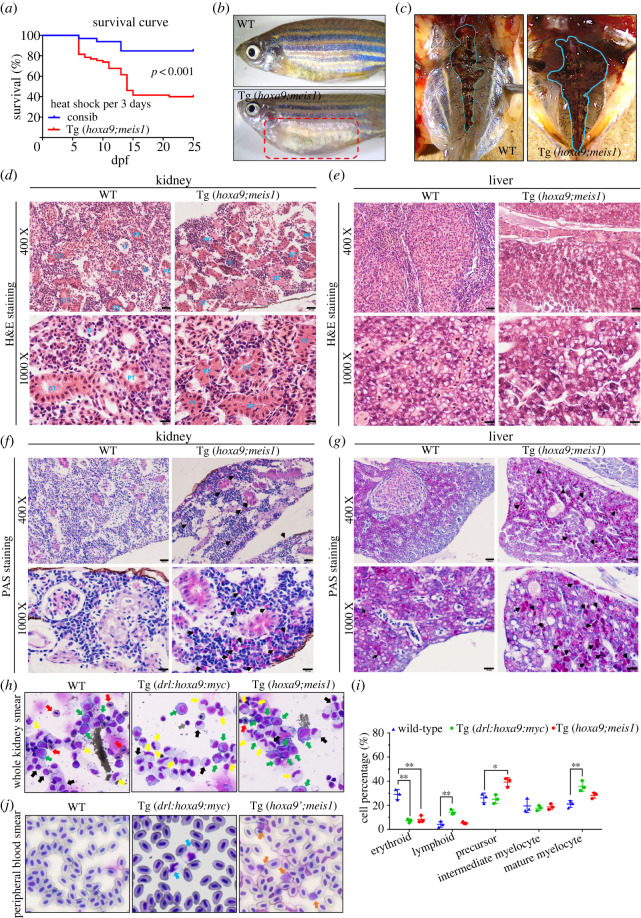
Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) zebrafish develop disease similar to AML. (*a*) Survival curves of control and Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) fish after heat-shock induction every 3 days starting at 24 hpf, *n* = 30–60, *p* < 0.001, Log-rank (Mantel-Cox) significance test. (*b*) Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) embryos were heat shocked every 3 days starting at 24 hpf and then grown to adulthood. At 3 months old, many Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) presented with abdominal masses and were susceptible to infection. (*c*) Gross anatomy of Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) and WT kidneys (about 3 months old). (*d*,*e*) High-magnification imaging of H&E-stained tissue sections of WT and Tg(*drl*:*hoxa9/meis1*) kidneys and livers (400 x, scale bar = 20 µM and 1000 x, scale bar = 10 µM). The affected kidneys and livers showed the absence of normal tissue structures and presence of disorganized infiltrate. PT: proximal tubule, DT: distal tubule, G: glomerus. (*f*,*g*) High-magnification imaging of PAS-stained tissue sections of WT and Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) kidneys and livers (400 x, scale bar = 20 µM and 1000 x, scale bar = 10 µM). Black arrows indicate PAS ^±^ -granulocytic myeloid cells. (*h*) May-Grünwald and Giemsa staining of the whole KM of 3-month-old WT, Tg(*drl*:*hoxa9*) and Tg(*drl*:*hoxa9*;*hsp70*:*meis1*). The expanded precursors were detected in Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) (green arrows). Red arrows indicate erythroid cells. Grey arrows indicate lymphoid cells. Black arrows indicate mediate-differentiation cells. Yellow arrows indicate fully differentiation cells. (*i*) Statistical analysis of various haematopoietic cells from whole KM of WT, Tg(*drl*:*hoxa9*) and Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) fish. (*j*) May-Grünwald and Giemsa staining of the PB smear of 3-month-old WT, Tg(*drl*:*hoxa9*) and Tg(*drl*:*hoxa9*;*hsp70*:*meis1*). Blue arrows indicate the infiltration of mature myeloid cells into PB in Tg(*drl*:*hoxa9*). Orange arrows indicate the infiltration of myelomonocytes and precursors into PB in Tg(*drl*:*hoxa9*;*hsp70*:*meis1*). Data are represented as mean ± s.d. *p < .05, **p < .01, ***p < .001. H&E, haematoxylin & eosin; PAS, periodic acid-Schiff.

### 3.5. Genome-wide transcriptional changes in kidney marrow cells in Tg(drl:hoxa9;hsp70:meis1)

To further characterize the haematopoietic defects and identify the transcription activity induced by co-overexpression of *hoxa9* and *meis1*, we performed RNA-sequencing analysis of the WKM cells from three-month-old WT and Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) fish. 

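WKM cells, the blood-forming cells of the zebrafish kidney, were compared between WT fish of the AB strain and Tg(drl:hoxa9;hsp70:meis1) fish (Tg below), which express hoxa9 under the draculin element of blood cells and meis1 under a heat shock promoter. Cells of 3 kidneys were pooled per sample, and 3 samples were sequenced per genotype. The fish were 3 months old by the text of the results and 5 months old by the methods and the sample labels. The authors trimmed the reads with Cutadapt 1.9, aligned them to GRCz11 with HISAT2 2.0.4 and assembled transcripts with StringTie 1.3.4d. The deposited table holds whole-number counts for 32057 genes, not normalized, and the step that turned the assembled transcripts into these counts is not given in the sources used here. Total counts were 53620374, 53772331 and 64888212 in WT replicates 1, 2 and 3 and 50767535, 52649698 and 64055374 in Tg replicates 1, 2 and 3. A count of 0 in 1 library leaves room for a level of up to 0.0457 to 0.0606 CPM (counts scaled to library size), taking 3 counts as the limit. Counts were normalized by TMM, and the 20123 genes left by edgeR's default filter on low counts were tested by its quasi-likelihood method with Benjamini-Hochberg adjustment. A gene was called at an FDR under 0.05 and a fold change of at least 2, as in the paper. Levels are given as CPM, mean ± SD over the 3 pools of a genotype. For list members no fold threshold was applied, and each list as a whole was tested with camera at a preset correlation of 0.01 between genes. The name table pairs 28988 of the IDs with a symbol, for many of them that of the human match, so a paralogue such as meis1b can stand there as MEIS1. Where several rows share the symbol of a gene that the paper names, each row is given.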

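Of the genes tested, 40 were higher and 73 lower in Tg than in WT. Among the genes with the steepest rises stood lye (27.3 ± 2.93 CPM in Tg against 0.730 ± 0.611 in WT, n = 3 each), ly97.2 (log2 fold change 5.08, standard error 0.53), ANPEP, which encodes the myeloid surface enzyme CD13 (3.71, 0.34, for 1 of 3 rows with this symbol), the tissue factor pathway inhibitor-like gene tfpil (3.68, 0.38), the translational repressor nanos1 (3.33, 0.29) and s100a10a (3.29, 0.43). Among the genes named here the steepest fall with counts in both genotypes was that of CYP7A1, the rate-limiting enzyme of bile acid synthesis, from 124 ± 78.1 to 0.0945 ± 0.0822 CPM. Other steep falls were those of the thioesterase acot17 (log2 fold change -5.56, standard error 0.81), the organic anion transporters slco1f2 (-4.48, 0.38) and slco1f1 (-3.81, 0.47), the glutathione S-transferase gsta.1 (-4.30, 0.59) and the thyroid hormone deiodinase DIO2 (-3.76, 0.50). All 6 of these falling genes read highest in WT replicate 1 among the WT pools (acot17 at 280, 76.6 and 61.3 CPM), the pool with the highest level of kidney tubule genes. The second ANPEP row (ENSDARG00000103878) had a log2 fold change of -1.28 (standard error 0.64, adjusted p = 0.325), and the third had 34 counts in all and was not tested. Adjusted p for these 12 genes ran from 0.0198 to 0.0461 in edgeR's quasi-likelihood test. In all 113 called genes the 3 values of one genotype lay above the 3 of the other, which held for 28.1% of the genes tested and would hold for 10% by chance. DESeq2, the tool of the paper, called 280 genes higher and 1132 lower from the same counts, with all 113 among them. Without WT replicate 2 the quasi-likelihood test called 2 higher and 2 lower, without WT replicate 3 it called 0 and 1, and without Tg replicate 2 or Tg replicate 3 none, at 3549, 3179, 3277 and 2839 genes with an unadjusted p under 0.05. Of the 12 genes, s100a10a and gsta.1 did not pass without WT replicate 1 (0.0759 and 0.0699), and acot17, DIO2 and slco1f1 did not without Tg replicate 1 (0.074, 0.0651 and 0.060). The log2 fold change of CYP7A1 moved from -10.29 to -9.64, that of acot17 to -4.55 and that of DIO2 to -3.16 without WT replicate 1. That of gsta.1 moved to -4.97 without Tg replicate 1, and that of lye from 5.23 to 6.16 without WT replicate 2.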

We found 251 genes upregulated and 1131 genes downregulated in WKM cells in Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) (FDR < 0.05 and greater than twofold change, figure 5*a*,*b*). 

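The chemokine genes cxcl11.8 and cxcl11.5, ligands of the interferon-inducible Cxcl11 type, fell in Tg, from 60.7 ± 17.9 to 3.30 ± 0.516 CPM and from 18.6 ± 4.53 to 3.08 ± 1.15 CPM (n = 3 each). The other 61 of 63 chemokine and chemokine receptor genes did not pass the test, and 3 rose and 6 fell when adjusted over the list alone. Of 64 cytochrome P450 genes, which carry out many oxidation and reduction steps, 3 fell (CYP7A1, cyp2k22 and cyp2y3) and none rose, with 1 up and 10 down when adjusted over the list alone. They were over-represented among the called-lower genes (Fisher's exact test, two-sided, adjusted p = 0.0267), by a test that treats genes as independent. Camera put the list lower at an adjusted p of 0.00587, which became 0.533 with an estimated correlation. The 3 genes and the list read highest in WT replicate 1, the pool with the highest level of kidney tubule genes, which were lower in Tg as well. Per pool the median of the list lay at 0.25, -0.20 and -0.088 in WT and at -0.15, -0.47 and -0.34 in Tg, in log2 relative to the WT mean. None of 26 coagulation genes (adjusted p = 0.196), 14 genes of haem synthesis (0.0605), 27 genes of antigen presentation (0.302) or 45 interleukins and their receptors (0.446) passed the test. Camera called none of these lists, nor the chemokine list (0.683), but preranked GSEA called the coagulation list as lower and the haem synthesis list as higher (both 0.0190). Adjusted over the list alone, 2 coagulation genes fell, no haem synthesis gene changed, 3 genes of antigen presentation rose and 6 fell, and 1 interleukin gene rose and 1 fell. The 39 genes of the interferon response leaned lower by camera (30 negative log2 fold changes, median -0.21, adjusted p = 0.0189, or 0.533 with an estimated correlation). No single member passed the test, and 1 was lower when adjusted over the list alone. Adjusted p for cxcl11.8 was 0.0198 and for cxcl11.5 0.0364 by the quasi-likelihood test. Without Tg replicate 2 or Tg replicate 3 neither passed (0.0784 to 0.180), nor did cxcl11.5 without any 1 WT replicate (0.0624 to 0.106). Without WT replicate 1 or Tg replicate 1 the interferon list was not called (0.0579 and 0.0996), and without WT replicate 3 or Tg replicate 1 the haem synthesis list was called as higher (0.00127 and 0.00664).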

The GO enrichment analysis showed that signalling pathways including oxidation–reduction process, immune response, chemokine-mediated signalling pathway, leucocyte chemotaxis blood coagulation, haem binding and positive regulation of MAPK cascade were enriched in Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) (figure 5*c*). 

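Reads of hoxa9a were near absent in WT (0, 0.143 and 0.960 CPM) and abundant in every Tg pool (64.5, 78.1 and 101 CPM), a log2 fold change of 7.73 (standard error 1.15, adjusted p = 0.0474, quasi-likelihood test). The row of meis1b, named MEIS1 (ENSDARG00000012078), rose from 24.2 ± 2.70 to 61.9 ± 13.3 CPM (n = 3 each, log2 fold change 1.36, standard error 0.19, adjusted p = 0.0418, same test). Counts per gene do not separate reads of the transgenes from those of the endogenous genes. Their paralogues hoxa9b and meis1a stayed at or under 1.51 CPM in every library and did not pass the test (adjusted p = 0.848 and 0.606). Expression of drl, whose element drives the hoxa9 transgene, was 45.2 ± 20.4 CPM in WT and 50.0 ± 6.85 in Tg (adjusted p = 0.850). Of 28 hox cluster genes tested, hoxa9a was the 1 that passed, 2 rose and 1 fell when adjusted over the list alone, and the list was not called (camera, adjusted p = 0.701). Of 31 genes listed as HOXA9 and MEIS1 targets, 3 rose and 1 fell (6 and 1 when adjusted over the list alone). The 3 were MEIS1 itself, the progenitor antigen cd34 (log2 fold change 1.30, standard error 0.16) and the stem cell factor receptor KIT (1.1, 0.16), and the 1 was the transcription factor MEF2C (-0.83, 0.12), at adjusted p of 0.0345 to 0.0474. A second row named MEF2C (ENSDARG00000029764) had a log2 fold change of 0.027 (adjusted p = 0.953). That list was called as higher (camera, adjusted p = 0.010, or 0.533 with an estimated correlation, and 0.0861 without WT replicate 2). MEIS1, cd34 and KIT are also among the genes that rose in the list of haematopoietic stem and progenitor cells. The results of the 2 lists are therefore not separate, and the target list was not tested without MEIS1. Calls of hoxa9a and MEIS1 ended without Tg replicate 1 (0.0526 for both), WT replicate 2 (0.123 and 0.107), WT replicate 3 (0.0643 and 0.122), Tg replicate 2 (0.134 and 0.129) or Tg replicate 3 (0.181 and 0.128), and that of MEIS1 also without WT replicate 1 (0.0759). The call of hoxa9a also ended with limma-voom (0.0742), the replicate number as a block (0.109) and glmTreat against a fold of 2 (0.122), and that of MEIS1 with the last 2 (0.140 and 0.587). Scaling by library size only ended the call of MEIS1 as well. The log2 fold change of hoxa9a was 10.07 without WT replicate 3 and 9.37 with limma-voom. Calls of cd34, KIT and MEF2C ended without any 1 library (0.0531 to 0.198).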

In the differentially expressed genes, genes expected to be enriched like *hoxa9a* (fold change, fc = 7.74) and *meis1b* (fc = 2.46) were indeed highly unregulated. 

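The transcription factor gene gata2b, needed for definitive haematopoiesis, rose in Tg from 3.91 ± 1.14 to 30.2 ± 1.86 CPM (n = 3 each), a log2 fold change of 2.95 (standard error 0.25, adjusted p = 0.0198, quasi-likelihood test). The row of gfi1ab, named GFI1, a transcriptional repressor of haematopoietic cells, rose from 14.2 ± 0.796 to 33.7 ± 3.83 CPM (log2 fold change 1.25, standard error 0.15, adjusted p = 0.0343, same test). In the name table 2 rows carry the symbol NOTCH1, so the row of notch1b could not be singled out by symbol. Only the first came near the paper's fold change for notch1b. The first (ENSDARG00000052094) stood at 64.7 ± 8.90 CPM in WT and 141 ± 26.2 in Tg (log2 fold change 1.13, standard error 0.17) with an adjusted p of 0.0501, just short of the threshold. The second (ENSDARG00000103554) stood at 46.0 ± 2.24 and 29.9 ± 1.11 CPM (log2 fold change -0.62, standard error 0.12, adjusted p = 0.0722). MMP9, a matrix metalloproteinase of neutrophils and macrophages, read 171, 160 and 87.3 CPM in WT and 242, 276 and 532 CPM in Tg, higher in all 3 Tg pools than in any WT pool but short of the test (log2 fold change 1.33, standard error 0.37, adjusted p = 0.125). Without Tg replicate 2 or 3 neither gata2b (0.104 and 0.102) nor GFI1 (0.129 and 0.167) passed. Without WT replicate 3 gata2b stood at 0.0769, and without any 1 WT replicate GFI1 stood at 0.0583 to 0.0940.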

The top upregulated genes included *gata2b* (fc = 7.35), *notch1b* (fc = 2.07), *gfi1ab* (fc = 2.25) and *mmp9* (fc = 2.36), which are required for maintenance and/or expansion of HSCs and multi-potent progenitors, or strongly implicated in leukaemia transformation [36–44]. 

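The genes angpt1, csf1rb, myo3a, megf11, slc4a10a and spi2 each matched 1 row, and all 6 rose in Tg. The row named MEGF11, an EGF-repeat membrane protein, went from 0.294 ± 0.343 to 34.9 ± 9.37 CPM and that named MYO3A, a myosin, from 1.39 ± 0.269 to 21.3 ± 14.5 CPM (n = 3 each). Log2 fold changes were 6.89 (standard error 0.84) for MEGF11, 3.93 (0.52) for MYO3A, 3.20 (0.49) for the bicarbonate transporter slc4a10a, 2.48 (0.23) for ANGPT1, a ligand of the Tie2 receptor, and 1.15 (0.14) for csf1rb, a receptor of macrophage colony-stimulating factor. The Spi1-related ETS factor spi2 rose from 2.76 ± 0.702 to 18.5 ± 2.73 CPM, a log2 fold change of 2.74 (standard error 0.26). Adjusted p for the 6 genes ran from 0.0198 to 0.0483 in the quasi-likelihood test. No row carries the symbol spaca4l, and it is not analysed here. Of the 12 matched genes that the text of the paper names as higher, 10 rose and none fell (12 when adjusted over the list alone, camera adjusted p = 2.79e-32, or 0.00878 with an estimated correlation). The study chose them on these samples, so this is not independent evidence of their direction. The adjusted p of these 6 genes lay between 0.102 and 0.181 without Tg replicate 2 or 3 and between 0.0517 and 0.153 without WT replicate 2 or 3, and that of MYO3A was 0.0760 without WT replicate 1. Without Tg replicate 1, csf1rb (0.0544) and slc4a10a (0.0667) did not pass. With limma-voom the calls of MYO3A, MEGF11 and slc4a10a ended, and that of slc4a10a also ended with library size only. The log2 fold change of MEGF11 was 8.44 without WT replicate 1, and that of MYO3A 3.22 without Tg replicate 3.

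**Figure D1:**
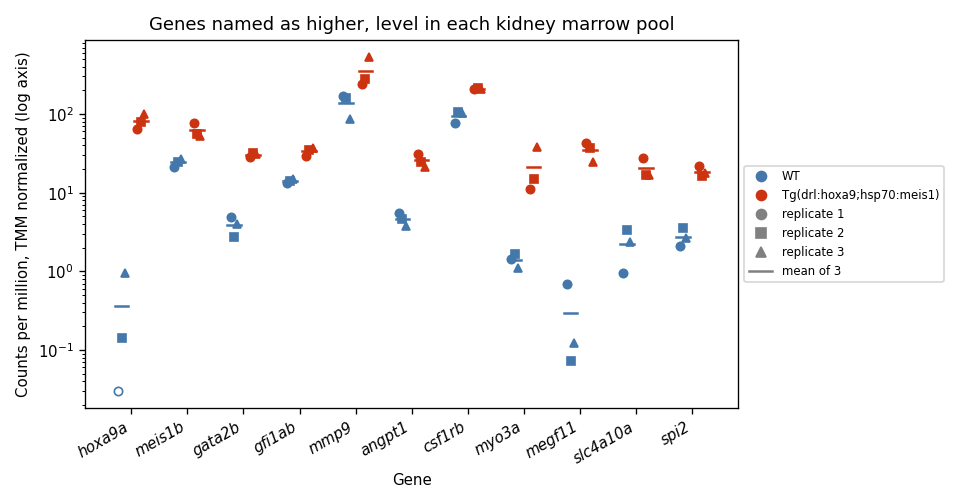
Level of each gene that the text of the paper names as higher and that could be matched to a single row, in CPM after TMM normalization on a log axis, for the 3 WT and 3 Tg pools, with a line at the mean of 3. SLC1A4, named in the heatmap alone, is not shown. The open circle marks WT replicate 1 for hoxa9a, which had no count and is drawn at the bottom of the axis. All 3 Tg pools lie above all 3 WT pools for every gene shown.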

Other significantly upregulated genes included *angpt1*, *csf1rb*, *myo3a*, *megf11*, *slc4a10a* and *spaca4l* that have been shown to be overexpressed in AMLs from previous studies [45,46] or according to the analysis from Bloodspot database (www.bloodspot.eu). *spi2* expression was also strongly upregulated (fc = 6.44), which is required for cell differentiation and transcription [47]. The strikingly downregulated genes in Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) included *mpeg1* (fc = 0.44) and *hbae1* (fc = 0.04), supporting the inhibition of haematopoietic differentiation. *ahr1a* and *ahr1b* were also significantly downregulated in Tg(*drl*:*hoxa9*;*hsp70*:*meis1*), consistent with the previous finding showing that diminished AHR signalling drives human AML stem cell maintenance [48,49]. 

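The transcription factor gene ahr1a was detected in every WT pool (1.47, 2.17 and 2.88 CPM) and had no count in any Tg pool, which makes it at least 39.1-fold lower in Tg when 3 counts per library are taken as the limit (adjusted p = 0.0474, quasi-likelihood test). Its paralogue ahr1b stood at 0.807 ± 0.687 CPM in WT and 0.845 ± 0.172 in Tg (n = 3 each), a log2 fold change of 0.07 (standard error 1.00, adjusted p = 0.979). Among 13 genes of AHR signalling, ahr1a was the 1 that fell and none rose (2 up and 3 down when adjusted over the list alone), and the list was not called (camera, adjusted p = 0.482). The 3 embryonic alpha globin genes hbae1.1, hbae1.2 and hbae1.3 are near-identical copies, so their counts are uncertain one by one. Summed, they read 22.1, 178 and 92.9 CPM in WT and 1.89, 5.94 and 5.17 CPM in Tg, a ratio of Tg to WT of 0.0444 (0.0754 without WT replicate 2), with every Tg pool below every WT pool. Each copy alone had a log2 fold change between -4.54 and -4.46 and did not pass (adjusted p = 0.0685 to 0.0860), and without WT replicate 2 between -3.85 and -3.63. The adult alpha globin genes hbaa1 and hbaa2 together read 20625 ± 6225 CPM in WT and 18448 ± 8301 in Tg. No member of the haemoglobin list (8 tested) passed, 3 fell when adjusted over the list alone, and camera called the list as lower (median log2 fold change -0.41, adjusted p = 0.00830, or 0.533 with an estimated correlation, 0.143 without WT replicate 3 and 0.224 without Tg replicate 1). The list holds the 3 hbae1 copies as separate members, and its mean was -1.72. Of the 7 rows named HBE1, only the most abundant stands in it. None of 33 erythroid genes passed (3 lower when adjusted over the list alone, camera adjusted p = 0.890). The erythroid median was 0.06, while the mean (-0.34) and the direction of the test were negative. For mpeg1, a macrophage perforin, 3 rows carry the symbol MPEG1. The most abundant (ENSDARG00000055290) read 304 ± 47.2 and 272 ± 25.4 CPM (log2 fold change -0.16, adjusted p = 0.589), the next (ENSDARG00000043093) 74.5 ± 21.1 and 34.7 ± 4.98 CPM (-1.10, standard error 0.22, adjusted p = 0.0802), and the last was too low to test. Of 28 macrophage genes, csf1rb rose and none fell (1 up and 3 down when adjusted over the list alone, camera adjusted p = 0.145, but 0.0113 and lower without WT replicate 1 and 0.0251 and lower with preranked GSEA). Without any 1 library other than WT replicate 1, hbae1.3 stayed short of the test, and without WT replicate 1 it passed (0.0377). The call of ahr1a ended without any 1 library (0.0559 to 0.172), and also with limma-voom. The erythroid list was called as higher without WT replicate 3 (0.0326) or Tg replicate 1 (0.0392).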

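The 7 rows matched to tmem88a, trim2a, ephb4 (ephb4a and ephb4b), jag2b, notch3 and unc5b, genes of vascular development, all had negative log2 fold changes in Tg, and none passed the test. NOTCH3, a Notch receptor of vascular smooth muscle, stood at 24.2 ± 5.54 CPM in WT and 13.9 ± 2.94 in Tg (n = 3 each, log2 fold change -0.80, standard error 0.23, adjusted p = 0.137, quasi-likelihood test). The Notch ligand gene jag2b stood at 13.7 ± 4.97 and 6.48 ± 2.41 CPM (log2 fold change -1.08, standard error 0.38, adjusted p = 0.188, same test). Values for tmem88a (log2 fold change -0.56), ephb4a (-0.31), ephb4b (-0.58), TRIM2, the row of trim2a (-0.14), and UNC5B, a netrin receptor (-0.16), came with adjusted p of 0.370 to 0.792. As a list they were not called by camera (median -0.56, adjusted p = 0.0605). Of 34 endothelial genes, a list that shares ephb4a and tmem88a with this group, none passed either (1 lower when adjusted over the list alone, adjusted p = 0.447, but 0.0494 and higher without WT replicate 3).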

Other downregulated genes were *tmem88a*, *trim2a*, *ephB4*, *jag2b*, *notch3* and *unc5b*, which are known to regulate vascular development [50]. We validated the expression of the representative genes by qPCR assay (figure 5*e*). 

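Genes of haematopoietic stem and progenitor cells (HSPC) were higher in Tg. Of 38 tested, 7 rose and none fell (12 and 0 when adjusted over the list alone), namely the transcription factor genes gata2b, GFI1, spi2 and MEIS1, the niche ligand ANGPT1, and the progenitor surface genes cd34 and KIT. The list's median log2 fold change was 0.46, with 31 positive values, and camera called it at an adjusted p of 1.58e-10 (0.0281 with an estimated correlation). Without the 6 genes of this list that the paper itself names as higher, a choice made after seeing the data, the other 32 were still called (2.91e-04), but not with an estimated correlation (0.301). The cell cycle genes, fixed as the genes of S phase and of G2 and M phase, split by phase. Of 66 S phase genes such as the replication helicase and polymerase subunits, 60 had positive log2 fold changes (median 0.28), none passed alone, 14 rose when adjusted over the list alone, and camera put the list higher (adjusted p = 8.78e-07, or 0.533 with an estimated correlation). Of 75 G2 and M phase genes such as cyclin B and kinesin genes, 61 had negative log2 fold changes (median -0.26), none passed, over all genes or over the list alone, and camera put the list lower (adjusted p = 0.00533, or 0.693 with an estimated correlation). All 141 together had a median log2 fold change of 0.04 and were not called (camera, adjusted p = 0.359, and 0.0695 and higher with preranked GSEA). The G2 and M phase list was not called without WT replicate 2 (0.0861) or WT replicate 3 (0.0607), and the sign of the 141 genes together turned without WT replicate 1 (adjusted p = 0.363, lower). The gene sets of the paper's GSEA were not used here.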

In line with the finding, the gene set enrichment analysis (GSEA) revealed positive enrichment in Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) for the gene signature with cell cycle, indicating the increased cell proliferation (figure 5*f*), and with the downregulated genes in haematopoietic progenitor cell differentiation as well as HSC differentiation (figure 5*g*,*h*), indicating a differentiation blockade. Thus, gene expression signature of WKM cells in Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) verified the AML-like myeloid malignant phenotype. 

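Among the markers of mature blood cells, those of neutrophils leaned higher in Tg. Of 26 tested, none passed over all genes, 6 rose and 1 fell when adjusted over the list alone, and 21 had positive log2 fold changes (median 0.59, camera adjusted p = 7.32e-06, or 0.533 with an estimated correlation). The granule genes mpx, under the symbol EPX, and lyz stood at 2776 ± 1038 and 9152 ± 3184 CPM in WT and at 4182 ± 760 and 12465 ± 3368 CPM in Tg (n = 3 each, adjusted p = 0.302 and 0.478, quasi-likelihood test). No gene among 29 T cell, 26 B cell and 23 thrombocyte markers passed, and 5 B cell genes rose when adjusted over the list alone. Camera called the T cell and B cell lists as higher (adjusted p = 0.00294 and 0.00236, both 0.533 with an estimated correlation) but not the thrombocyte list (0.0851, and 0.0238 without Tg replicate 1). Markers of kidney tubule cells moved the other way. Of 44 proximal tubule genes, 39 had negative log2 fold changes (median -1.12), the sulphate carrier SLC13A1 and the noradrenaline carrier SLC6A2 fell, and ANPEP, which myeloid cells also express, rose (16 down and 1 up when adjusted over the list alone). Of 28 distal tubule genes, 25 were negative (median -1.09), and SLC12A3, the thiazide-sensitive sodium chloride carrier, fell from 213 ± 50.8 to 76.3 ± 12.9 CPM (16 down and 1 up when adjusted over the list alone). Without any 1 library other than Tg replicate 1, SLC12A3 did not pass (0.0504 to 0.185). Both tubule lists were called as lower at an adjusted p of 1.48e-08 (0.533 with an estimated correlation). Per pool, the median of the proximal tubule genes lay at 1.09, -0.47 and -0.40 in WT replicates 1 to 3 and at -1.11, -0.54 and -1.16 in Tg replicates 1 to 3, in log2 relative to the WT mean. The paper names genes of stem cell maintenance and leukaemia among the upregulated ones. It reads lower mpeg1 and hbae1 as inhibited haematopoietic differentiation, and its GSEA as more proliferation and a differentiation blockade. After these results it concludes that the expression signature of WKM cells verified an AML-like myeloid malignancy.

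**Figure D2:**
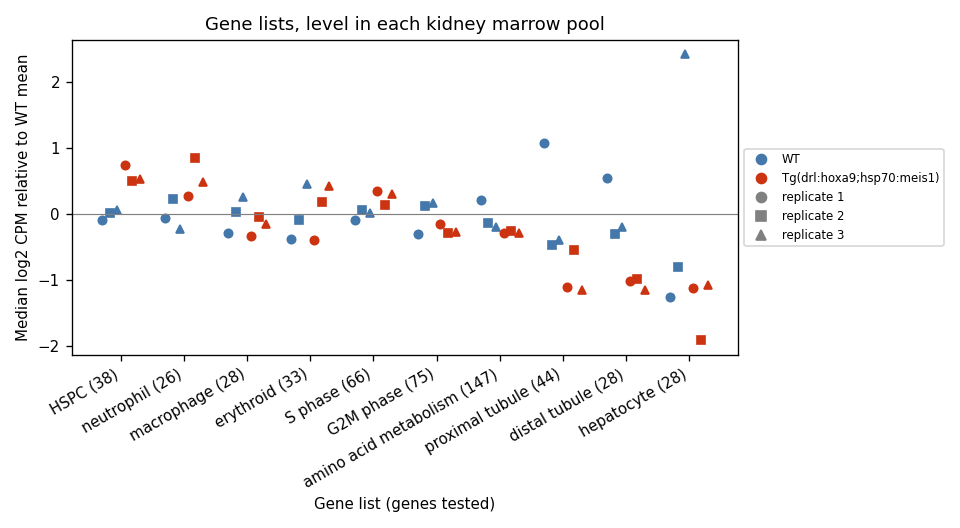
Median over the genes of each list of the log2 CPM in 1 pool, relative to the mean of the 3 WT pools, for the 3 WT and 3 Tg pools (the number of genes tested is in brackets). The HSPC values of the Tg pools lie between 0.50 and 0.74, above all WT pools, and the proximal tubule value of WT replicate 1 and the hepatocyte value of WT replicate 3 (2.42) lie apart from the other pools.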

Interestingly, KEGG enrichment analysis identified many amino acid metabolic pathways significantly overexpressed in Tg(*drl*:*hoxa9*;*hsp70*:*meis1*), such as tryptophan metabolism, glycine and serine, glutamate, and arginine metabolism (electronic supplementary material, figure S4), indicating that the dysregulated amino acid metabolism is probably involved in the myeloid malignancies in Tg(*drl*:*hoxa9*;*hsp70*:*meis1*), which is consistent with recent studies showing the elevated amino acid metabolism in leukaemia stem cells and primary blasts [51,52].

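Genes of these amino acid pathways were lower in Tg on balance. The largest change was that of DDC, the decarboxylase that makes serotonin and dopamine, which fell from 815, 287 and 187 CPM in the WT pools to 1.2, 0.303 and 2.97 CPM in the Tg pools (log2 fold change -8.16, standard error 1.04, adjusted p = 0.0364, quasi-likelihood test). The monoamine oxidase gene mao fell from 262 ± 150 to 40.1 ± 6.74 CPM (n = 3 each, adjusted p = 0.0479) and hadhaa, a subunit of the mitochondrial trifunctional protein of fatty acid oxidation, from 65.4 ± 16.7 to 21.5 ± 1.85 CPM (adjusted p = 0.0347). These were the 3 of 42 genes of tryptophan metabolism that passed (1 up and 16 down when adjusted over the list alone), and the list had a median log2 fold change of -0.40 (camera, lower, adjusted p = 1.19e-05, or 0.533 with an estimated correlation). It was also over-represented among the called-lower genes (Fisher's exact test, two-sided, adjusted p = 0.00974), by a test that treats genes as independent. No gene of glutamate metabolism passed (38 tested, 3 up and 12 down when adjusted over the list alone, median -0.32, camera adjusted p = 0.0278, or 0.533 with an estimated correlation). In glycine and serine metabolism (40 tested, 1 up and 5 down over the list alone, median -0.22, adjusted p = 0.0726) and arginine metabolism (47 tested, 0 up and 3 down over the list alone, median -0.23, adjusted p = 0.108), mao was the 1 gene that fell. Camera called neither list, and preranked GSEA called both as lower (0.00235 and 0.0181). Over the 147 genes of the 4 pathways, 94 had negative log2 fold changes, 3 fell and none rose (19 down and 4 up when adjusted over the list alone). The union was called as lower (camera, adjusted p = 0.00353, or 0.588 with an estimated correlation), but not without WT replicate 1 (0.163), the pool with the highest level of kidney tubule genes. Without WT replicate 1, Tg replicate 1 or Tg replicate 3 the glutamate list was not called (0.163, 0.104 and 0.0649), and without WT replicate 2 or WT replicate 3 the other 2 were called as lower (0.0128 to 0.0289). DDC, mao and hadhaa passed without WT replicate 1 (0.0375 to 0.0481) and did not without any other 1 library (0.0583 to 0.207). All 3 read highest in WT replicate 1 among the WT pools, and the log2 fold change of DDC was -7.30 without WT replicate 1 and -9.15 without Tg replicate 3.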

**Figure 5.**
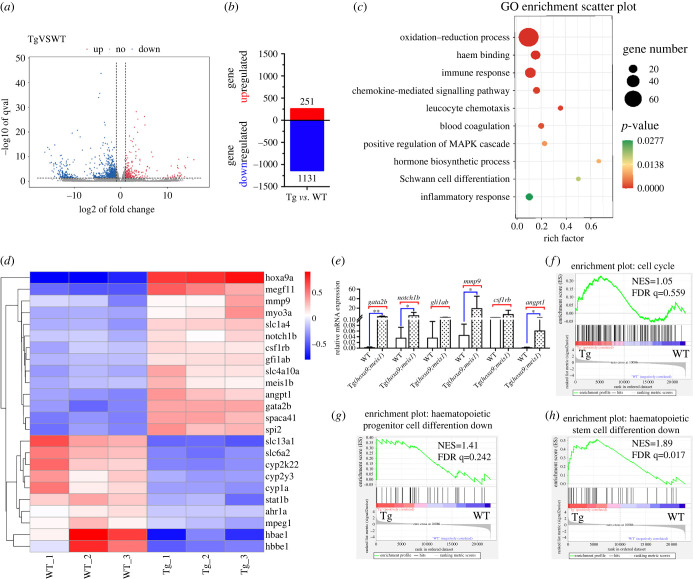
Genome-wide transcriptional analysis of the KM cell of WT and Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) adult fish. (*a*) The volcano plot for differential gene expression between WT and Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) from three biological replicates. (*b*) Numbers of up- and downregulated genes in Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) relative to WT (greater than twofold change, adj *p* ≤ 0.05). (*c*) GO enrichment analysis of differential expressed genes. (*d*) Heatmap display of the representative differentially expressed genes between WT and Tg(*drl*:*hoxa9*;*hsp70*:*meis1*). (*e*) qPCR assay on the mRNA levels of a number of genes in KW cells in Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) compared to WT. Data are represented as mean ± s.d. *p < .05, **p < .01. (*f*–*h*) GSEA of the expressing profile of KM cells in WT and Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) using cell cycle-associated upregulated signature, haematopoietic progenitor cell differentiation-associated downregulated signature and HSC differentiation-associated downregulated signature. KW, kidney marrow.

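Of the further genes named in the heatmap, the neutral amino acid carrier SLC1A4 rose in Tg from 1.47 ± 0.733 to 14.5 ± 2.16 CPM (n = 3 each). SLC13A1 fell from 74.3 ± 33.4 to 6.63 ± 0.705 CPM and SLC6A2 from 48.6 ± 16.3 to 4.86 ± 1.21 CPM. The cytochrome P450 genes cyp2k22 and cyp2y3 fell from 80.7 ± 41.9 to 14.7 ± 1.62 CPM and from 12.5 ± 5.37 to 2.05 ± 0.229 CPM. Adjusted p for these 5 genes ran from 0.0198 to 0.0448 in the quasi-likelihood test. The row of cyp1a, named CYP1A1, a target of AHR, read 200, 78.3 and 94.1 CPM in WT and 30.6, 34.4 and 30.7 CPM in Tg and missed the threshold (log2 fold change -1.96, standard error 0.35, adjusted p = 0.0685), but passed without WT replicate 1 (0.0375). For hbbe1, an embryonic beta globin, 7 rows carry the symbol HBE1, so its row could not be singled out. None of the 7 passed (log2 fold changes from -5.50 to 0.76, adjusted p = 0.100 to 0.903). Their sum was 13103 ± 4105 CPM in WT and 16881 ± 4956 in Tg, a ratio of 1.29, which reads the abundant rows. Those were ENSDARG00000089087, ENSDARG00000097238 and ENSDARG00000069734 (log2 fold changes 0.32, 0.76 and -0.09). The low rows read lower in Tg, such as ENSDARG00000087390 (8.06 and 0.222 CPM) and ENSDARG00000115405 (6.38 and 0.137 CPM). The sum thus does not give the direction of hbbe1. Of all 315 solute carrier genes, 2 rose (SLC1A4 and slc4a10a) and 3 fell (SLC13A1, SLC6A2 and SLC12A3), with 8 and 20 when adjusted over the list alone. All 3 that fell are members of the proximal or distal tubule lists, which were lower in Tg as well, and SLC13A1, SLC6A2, cyp2k22, cyp2y3 and CYP1A1 read highest in WT replicate 1 among the WT pools. Camera put the solute carrier list lower (median log2 fold change -0.17, adjusted p = 0.0171, or 0.533 with an estimated correlation). That call ended without WT replicate 1 (0.180), Tg replicate 1 (0.118) or Tg replicate 3 (0.0903). The calls of the 5 genes that passed ended without Tg replicate 2 (0.104 to 0.149) or Tg replicate 3 (0.102 to 0.188), and without WT replicate 2 or 3 (0.0517 to 0.131). Those of SLC1A4 and cyp2y3 also ended without WT replicate 1 (0.0759 and 0.0699), and those of SLC1A4, cyp2k22 and cyp2y3 without Tg replicate 1 (0.0544 to 0.0733). With limma-voom the calls of cyp2k22 and cyp2y3 ended.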

### 3.6. Tg(drl:hoxa9;hsp70:meis1) acute myeloid leukaemia model responds to leflunomide treatment

We next examined the effects of anti-leukaemic agent in Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) zebrafish. Recent studies have identified DHODH as a therapeutic target for AML, and DHODH inhibitors cause myeloid differentiation and show potent anti-leukaemia effects in several AML mouse models including the Hoxa9/Meis1 model [2]. Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) embryos were heat shocked at 24 hpf and then treated with Leflunomide (Lef), a DHODH inhibitor active in zebrafish [53]. The haematopoietic phenotypes were examined at 3 dpf or 5 dpf by WISH. Lef treatment significantly rescued the number of *c-myb*^+^ myeloid progenitors, *mpx*^+^ neutrophils and *mfap4*^+^ macrophages at 3 dpf and 5 dpf in Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) embryos compared to the embryos without treatment (figure 6*a*–*c*), supporting the ability of Lef to promote myeloid differentiation in zebrafish. To further verify if Lef induces myeloid differentiation, we analysed the PB from 7-dpf Tg(*drl:hoxa9;hsp70:meis1*) fish after induction with and without Lef treatment. The cytology analysis revealed an increase of differentiated granulocytes in a subset of Lef-treated transgenic embryos compared to untreated controls (electronic supplementary material, figure S5), supporting that Lef could induce a mild differentiation in some Tg(*drl:hoxa9;hsp70:meis1*) fish.

**Figure 6.**
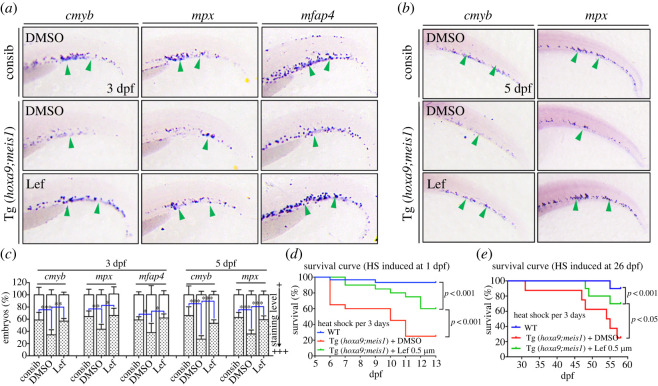
DHODH inhibitor leflunomide rescues defective haematopoiesis and improves the survival in Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) fish. (*a*,*b*) Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) embryos and control siblings were heat-shock induced at 24 hpf. Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) embryos were treated with DMSO or Lef after heat shock. Embryos were assayed by WISH for the expression of *cmyb*, *mpx* and *mfap4* at 3 dpf or 5 dpf. (*c*) Quantification of WISH results in (*a*,*b*) (*n* = 50–100 embryos per group). Data are represented as mean ± s.d. *p < .05, **p < .01, ***p < .001. (*d*) WT and Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) were repeatedly heat-shock induced starting from 24 hpf, Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) fish were treated with DMSO or Lef after the initial heat shock. Survival curves of WT and Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) fish (*n* = 20–30 per group, Log-rank (Mantel-Cox) significance test). (*e*) WT and Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) were repeatedly heat shock induced starting from 26 dpf, Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) fish were treated with DMSO or Lef after the initial heat shock. Survival curves of WT and Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) fish (*n* = 10 per group, Log-rank (Mantel-Cox) significance test). Lef, Leflunomide; hpf, hours post-fertilization; dpf, days post-fertilization.

To further evaluate the anti-leukaemia activities of Lef, Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) embryos were heat induced at 24 hpf and followed by heat treatment every 3 days. As expected, Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) died quickly starting from 6 dpf. Lef treatment significantly prolonged and increased the survival of these embryos (figure 6*d*). To examine whether Lef could rescue Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) embryos induced at a later stage, the fish were heat shocked at 26 dpf and following by treatment every 3 days. Most transgenic fish died starting from 46 dpf, and Lef treatment also improved the survival rate of these fish (figure 6*e*). Collectively, the results supported that Lef played a conserved function to promote myeloid differentiation and inhibit leukaemogenesis in Tg(*drl*:*hoxa9*;*hsp70*:*meis1*). The conserved pharmacological mechanism in transgenic zebrafish and mouse model supports that Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) is a promising model for AML drug discovery.

## 4. Discussion

AML occurs when multiple genetic aberrations alter blood cell development, leading to hyperproliferation and arrest of cell differentiation [15]. Animal model is crucial to study the underlying mechanism and discover novel therapies. Although murine AML models have been widely used, they have several major limitations such as high cost, time-consuming and difficult to perform high-throughput screening. In this study, transgene-driving expression of *hoxa9* and *meis1* in zebrafish strongly perturbed the development of blood cells in early embryos and efficiently induced AML-like phenotypes at 3 months old. Our results support that zebrafish Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) is a novel rapid-onset high-penetrance model for human AML.

Previous studies have established different myeloid leukaemia models using zebrafish [10–12]. Most of these models display embryonic haematopoietic defects and recapitulate partial AML phenotypes. Much has been discovered regarding mechanisms underlying these AML-like phenotypes. But these zebrafish myeloid malignancy models frequently fail to develop the full adult disease state either due to embryonic lethality or the long latency and low penetrance [9]. *Hoxa9*/*Meis1* combination is among the most potent AML-inducing oncogenes that induce the fastest occurrence of leukaemia in mice [22]. In our studies, we developed a germline transgenic zebrafish harbouring *hoxa9*/*meis1*. The heat shock induction strategy confers a degree of experimental control that robustly induces co-overexpression of *hoxa9*/*meis1* in blood cells upon heat treatment. During embryogenesis, with only one time of heat shock, Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) embryos demonstrated reduced myeloid and erythroid differentiation and poor development of HSPCs, reminiscent of the MDS phenotype. The one-time heat-treated Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) fish survived to adults and developed to adult AML-like malignancy at 3 months old. Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) larvae received repeated heat shock treatments from the early developmental stage died rapidly at 6–15 dpf. A subgroup of these fish survived and developed adult AML readily at 3 months old with almost 100% penetrance. These fish showed expansion of immature myeloid precursors, interrupted differentiation and anaemia in the KM and infiltration of immature precursors into the PB, which resembles the human AML. In order to determine the aggressiveness of the leukaemia induced by Tg(*drl:hoxa9;hsp70:meis1*), future studies will need to examine if the AML-like phenotype developed here could be transplanted into WT adult hosts by whole KM cell transplantation. Our results also indicated that the acceleration of AML by *meis1* depends on the expression level of Meis1 protein, which is consistent with the previous studies showing that MEIS1 expression level is inversely correlated with the prognosis of human AML [21]. In addition, we also heat-treated adult Tg(*drl*:*hoxa9*;*hsp70*:*meis1*), and the transgenic fish died rapidly within two weeks, supporting that induction at the adult stage also potentially induces AML. More importantly, DHODH inhibitor, which causes myeloid differentiation and inhibits leukaemogenesis in murine AML models, also restored haematopoiesis in Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) embryos and improved their late survival. Thus, zebrafish Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) displays similar myeloid malignant phenotypes and pharmacological mechanism to murine *Hoxa9*/*Meis1* AML model. It is an attractive AML model and is valid for studying AML pathogenesis and evaluating anti-leukaemic drugs.

HOXA9 is overexpressed in about 80% of AML. Hoxa9 overexpression alone in mouse bone marrow leads to a myeloproliferative disorder. A subgroup of these animal progresses to AML around 7 months. In zebrafish, overexpressing *hoxa9* in blood cells by Tg(*drl*:*hoxa9*) induces myeloid differentiation arrest in embryos and leads to the expansion of myelocyte populations in the KM and PB in adulthood, resembling the phenotype of MPN. By contrast, *meis1* overexpression in whole zebrafish did not show noticeable effects on haematopoiesis, consistent with the findings from mouse studies, in which *Meis1*-transduced cells do not develop haematopoietic malignancies after a long period of observation [24]. Compared to Tg(*drl*:*hoxa9*), Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) further decreased myeloid differentiation and caused anaemia in embryos and expanded immature myeloid precursors and interrupted differentiation in adults. Our results supported the conserved and potent functions of *meis1* in dramatically accelerating *hoxa9*-induced leukaemias in zebrafish, also suggested that *meis1* may primarily function to block the terminal differentiation of myeloid cells transduced by *hoxa9*. Interestingly, in *NUP98*-*HOXA9* harbouring patients, *MEIS1* was found to be upregulated. It is also reported that Tg(*NUP98*-*HOXA9*) zebrafish expands haematopoietic progenitor cells depending on downstream activation of *meis1* [15]. Thus, Meis1 might play a more general role in the leukaemic transformation of myeloid cells induced by different factors such as *NUP98*-*HOXA9*.

Both *Hoxa9* and *Meis1* are preferentially expressed in primitive haematopoietic cells and are downregulated during differentiation [16,21]. The overexpression of *Hoxa9* and *Meis1* flip the cell into a self-perpetuating proliferating state [16]. The Hox-homeodomain determines binding specificity Hoxa9 and the remaining portions interact with cofactors, such as the Meis1, which further increases DNA-binding affinity and specificity [23]. Several studies have characterized the target genes regulated by Hoxa9 or Meis1, and revealed a limited number of targets. But our understanding of their mechanisms remains incomplete. The few leukaemic clones observed in murine Hoxa9/Meis1 models suggest that the transformation occurred in a rare cell type which is less abundant than the majority of the clonogenic progenitors [24]. Future studies by directly comparing the target genes in Tg(*drl*:*hoxa9*) and Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) fish plus single-cell-transcriptome analysis will help reveal the detailed mechanism of the subclones transformed by Hoxa9/Meis1. Interestingly, Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) embryos demonstrate the MDS-like phenotype. In human, up to 30% of MDS progresses to AML [54]. It is also worth studying the mechanisms by which embryonic MDS progresses to adult AML in Tg(*drl*:*hoxa9*;*hsp70*:*meis1*). Moreover, our comparative transcriptomic analysis of KM cells revealed an enrichment in amino acid metabolism in Tg(*drl*:*hoxa9*;*hsp70*:*meis1*). Recent studies have found that metabolism of specific amino acids including cysteine, glutamine and branched chain amino acids are important in multiple myeloid malignancies, and pharmacological targeting of these processes has shown therapeutic effects [52]. Considering that both Hoxa9 and Meis1 are currently considered undruggable, it is worth further deciphering the relationships between amino acid metabolism and leukaemogenesis in the KM to help develop amino acid disruption strategies for AML treatment.

Altogether, our data described that Tg(*drl*:*hoxa9*;*hsp70*:*meis1*) develops an AML-like myeloid malignant disease. This model confirms the potent transforming properties of Hoxa9/Meis1 observed in murine models. It provides a novel tool for elucidating the molecular pathogenesis of the transformation by *Hoxa9/Meis1* and is suitable for phenotype-based small molecule screen to identify potential agents for the treatment of AML.

## Data Availability

Raw data from the RNA-seq analysis have been deposited in NCBI Gene Expression Omnibus (GEO) with the accession number GSE204744. The data are provided in the electronic supplementary material [55].

How the deposited data were processed for this re-analysis (not part of the article)

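RNA of WKM cells from WT and Tg(drl:hoxa9;hsp70:meis1) zebrafish (Tg) was analysed, 3 samples per genotype, each a pool of cells from 3 kidneys. The labels and the paper's methods give an age of 5 months and the text of the results 3 months. Replicate numbers 1 to 3 stand in the labels of both genotypes, and nothing in the labels or the paper states that a number marks a shared litter, day or batch.

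The authors purified poly(A) RNA, sequenced paired ends, trimmed reads with Cutadapt 1.9, aligned them to GRCz11 with HISAT2 2.0.4, assembled transcripts with StringTie 1.3.4d, merged the assemblies and estimated abundance as FPKM, and tested genes with DESeq2. The authors' deposited file is a table of raw counts, whole numbers per gene and library, without normalization. The step that made whole-number counts is not given in the sources used here, so how reads of near-identical copies were shared out is not known. The table holds 32057 rows, of which 6474 have no count in any library. Total counts per library were 53620374 to 64888212 in WT and 50767535 to 64055374 in Tg. Haemoglobin genes took 2.58 to 4.58% of the counts in WT and 2.31 to 4.52% in Tg, and the 10 most abundant genes 9.29 to 12.5%. No molecular identifiers are described, so limits from a count of 0 cover counting error only.

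From these counts, genes were kept by filterByExpr of edgeR 4.0.16 with its default settings, which left 20123. Libraries were scaled by TMM. The main test was edgeR's quasi-likelihood test (glmQLFit and glmQLFTest in their default form in this version) of Tg against WT in R 4.3.3, with Benjamini-Hochberg adjustment over all genes tested. A gene was called at an FDR under 0.05 and a fold change of at least 2. The common dispersion was 0.274. Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01 between genes, adjusted over 41 lists, and again with an estimated correlation. Members of a list count as having risen or fallen at an FDR under 0.05 over all genes, with no fold threshold, and once more when adjusted over the list alone. The share of each list among the called genes was tested with Fisher's exact test, two-sided, adjusted over 82 tests. Fisher's test treats genes as independent and allows for no correlation between them. By that test 3 lists were over-represented among the called-higher genes (the AML genes of the paper, HSPC, and the HOXA9 and MEIS1 targets, at adjusted p of 1.53e-24, 3.48e-11 and 8.60e-04) and 2 among the called-lower genes. The study chose the AML genes on these samples, so that result is not independent evidence. The HSPC list holds 6 genes that the paper names as higher. MEIS1, whose row can hold reads of the transgene, is a called member of all 3. The other called targets, cd34 and KIT, are called members of the HSPC list too. Single genes are named by a fixed rule: the genes that the paper names for this experiment, the 10 with the steepest change in each direction among called genes with a mean of at least 5 CPM, non-overlapping groups and an official symbol, up to 4 members of each list with the smallest FDR among those past the test, and the haemoglobin genes, mpx, lyz, hoxa9a, hoxa9b, meis1a, meis1b and drl. The lists, this rule, the main tests and the alternatives in the closing section were set before the data were examined, apart from 3 alternatives that are marked there. The oocyte genes named in the closing section were chosen after their values were seen.

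Symbols came from a name table that covers 28988 of the IDs and leaves 3069 without one, which held 1.10 to 1.26% of the counts. It gives many zebrafish genes the symbol of their human match, and 6133 named rows share a symbol with another row. A list member was matched by its own symbol, or else by the human symbol of its stem or of a short table of aliases, and where several rows share a symbol the row with the highest mean count stands for it. These matching rules were set after the count table was opened. spaca4l found no row. A table of RefSeq genes was not used.

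On simulated counts with the means, dispersions and library sizes of these samples, 100 genes changed by 2-fold and 100 by 4-fold among 19315 genes tested, the quasi-likelihood test recovered 6% and 49% of them, with 11 false calls among 66. DESeq2 1.42.0 recovered 24% and 71% (20023 genes tested), with 69 false calls among 164, edgeR's exact test 18% and 62% with 39 false among 119, and limma-voom 8% and 47% with 5 false among 60. In this simulation a call took an FDR under 0.05 with no fold threshold. Few genes were changed, and the dispersions were those estimated by edgeR. These shares of false calls therefore do not carry over to the calls on the real counts. With camera, a simulated list of 40 genes raised by 1.5-fold was called (adjusted p = 2.18e-08) and 0 of 200 random lists were. The simulated genes were drawn independently of each other. This therefore does not bear on list calls that correlation between genes could cause.

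Alternatives were a block for the replicate number, DESeq2 with and without its filters, limma-voom, edgeR's exact test, a test against a fold of 2, other scalings, other filters on low counts, haemoglobin genes or genes of non-blood lists left out, rows with the same symbol summed, each library left out in turn, and for lists an estimated correlation, fry and preranked GSEA with fgsea 1.28.0. Figures were drawn with matplotlib. The qPCR of the paper, and the gene sets of its GO, KEGG and GSEA, were not analysed here.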

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

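The tests of explanations and the splits in this part were chosen after the results were seen, and the bounds of the oocyte test and of the test of WT replicate 1 were set with their values known. In genes that the paper does not discuss, 8 of those named by rule rose in Tg over WT, with log2 fold changes of 5.23 for lye, 5.08 for ly97.2, 3.71 for ANPEP, 3.68 for tfpil, 3.33 for nanos1, 3.29 for s100a10a, 1.30 for cd34 and 1.1 for KIT. As background, KIT encodes the stem cell factor receptor, which with CD34 is a surface marker of immature myeloid cells in human blood. ANPEP encodes CD13, a surface enzyme of myeloid cells, and does not mark immature cells as such. It is also a member of the proximal tubule list. Of the 3 rows with the symbol ANPEP, another (ENSDARG00000103878) had -1.28 (quasi-likelihood test, adjusted p = 0.325) and the third was not tested. No adjusted p of the 8 stayed under 0.05 without Tg replicate 2 (0.0899 to 0.143) or without Tg replicate 3 (0.102 to 0.180), and s100a10a, KIT and cd34 lay at 0.0759, 0.060 and 0.0572 without WT replicate 1. Without Tg replicate 1, KIT and cd34 lay at 0.0667 and 0.0531, without WT replicate 2 only lye passed (0.00775, with a log2 fold change of 6.16), and without WT replicate 3 none did (0.0725 to 0.146). The 10 splits of the 6 libraries into 3 and 3 are too few for a share under 0.05. The real split called 113 genes and the highest of the other splits 0 (1 split as large, the real one itself). For lists, the real split called 22 and the others 15 to 22 (2 splits as large, the real one included).

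The proximal and distal tubule lists were lower in Tg (adjusted p of 0.533 for both with an estimated correlation), in the same pools as the called-lower genes. WT replicate 1, which held the most tubule RNA, does not account alone for the distal tubule list, since in the other 5 pools the highest Tg median lay 0.68 below the lowest WT median in log2, against a range of at most 0.16 within a genotype. For the proximal tubule list this stays open, since without WT replicate 1 the median was -0.50 (camera adjusted p = 2.48e-04), but Tg replicate 2 lay 0.066 below WT replicate 2, against a range of up to 0.62 within a genotype. Whether a lower share of tubule cells accounts for the tubule lists themselves cannot be told apart from a change within those cells, since the log2 fold changes of 42 members at 20 CPM or more had an SD of 1.11, neither alike nor clearly apart, and podocyte genes, of another cell type of the kidney, had a median of 0.29. Whether a lower share of tubule cells is the cause of the called-lower genes stays open too. Of the 73, 64 lay below the median of the proximal tubule list (-1.12) by more than 2 standard errors. But all 73 were picked for a large fall. The level of the 70 outside the tubule lists in WT replicate 1 over the other WT pools had a median of 0.22 in log2. That lay between the median of the proximal tubule list (1.62) and that of all genes (-0.04). The paper reports enlarged kidneys in Tg, with infiltrating cells and a loss of normal tissue structure. An effect of the transgenes on kidney tissue was not tested with these counts.

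The embryonic globin genes hbae1.1, hbae1.2 and hbae1.3 had a median log2 fold change of -4.47 in Tg, without passing the test one by one, and the adult genes hbaa1 and hbaa2 together a ratio of Tg to WT of 0.894. A loss of erythroid cells as large as this fall is argued against by the other 30 genes of the erythroid list, whose median was 0.10. Their interquartile range over genes was 0.35. A smaller loss is not excluded, since the median of the whole list per pool ran from -0.38 to 0.46 in WT and from -0.39 to 0.43 in Tg. The paper's cell counts of kidney marrow showed a lower erythrocyte population in these fish. Reads that moved between the near-identical copies are argued against by their sum, at 0.0444 of the WT level (0.0754 without WT replicate 2) with all 3 Tg pools below every WT pool. Low rows named HBE1 read lower in Tg as well without passing, such as ENSDARG00000087390 (8.06 CPM in WT and 0.222 in Tg). The 7 HBE1 rows together, which read the abundant ones, had a ratio of 1.29. No other explanation was tested, and sex and exact age of the pooled fish stay open.

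Oocyte genes such as zp2.1 (91.3, 152 and 11.8 CPM in WT, and 340, 0.364 and 0.851 CPM in Tg replicates 1, 2 and 3) were present in 4 libraries and near absent in Tg replicates 2 and 3. Of 15 oocyte genes of the gonad list at 10 CPM or more in a library, 14 read lower in Tg replicates 2 and 3 than in each other library, which was first taken as a test for ovary RNA but is the pattern itself. Ovary RNA in part of the pools is a candidate explanation that stays open, since the log2 ratio of Tg replicate 1 to WT replicate 2 varied little over these genes (SD 0.32) but its ratio to WT replicates 1 and 3 varied more (SD 1.15 and 1.45), so 1 profile was not shared by the 4 libraries. Tg replicate 1 exchanged with a WT library is argued against by its 64.5 CPM of hoxa9a, against at most 0.960 CPM in WT. The sex of the pooled fish is not given in the sources used here, so a difference in sex between pools stays open and untested.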

How the results depend on the processing

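3 alternatives were chosen after seeing the data: edgeR's newer dispersion method, the HSPC list without the paper's genes, and the amino acid metabolism list without proximal tubule genes. The counts of genes higher and lower in Tg (40 and 73) depended strongly on the test and on single libraries. They were 280 and 1132 with DESeq2, 274 and 1102 with DESeq2 without its independent or Cook's filtering, 198 and 638 with edgeR's exact test, 23 and 25 with limma-voom, 0 and 4 with glmTreat against a fold of 2 (917 genes at an unadjusted p under 0.05), and 77 and 151 with the newer dispersion method; the cause was not tested. With the replicate number as a block they were 0 and 1, at 3481 genes with an unadjusted p under 0.05. Whether the numbers pair the samples is not settled. Deviations of same-numbered libraries correlated at -0.0870, -0.136 and 0.129, which shows no common pairing over all genes. Not every library correlated best with its own number (WT replicate 2 with Tg replicate 1, 0.245). But the haemoglobin share of counts rose with the number in both genotypes (2.58, 3.24 and 4.58% in WT, 2.31, 3.37 and 4.52% in Tg), as did total counts. The block changed no call of the 7 lists tested as main results, ended that of glutamate metabolism (0.0521) and made those of haem synthesis (0.0210) and the vascular genes (0.0472). Without 1 library, counts ranged from 0 to 28 higher and from 0 to 60 lower, on 5 libraries. Other scalings, other filters, haemoglobin or non-blood genes left out and summed rows kept both counts within 1.5 times, at 35 to 50 higher and 69 to 106 lower, with a shift in the median of all genes under 0.1. The HSPC call held under each alternative taken alone (at most 0.0281), but not when the list without the paper's genes was tested with an estimated correlation (0.301). With an estimated correlation the calls of amino acid metabolism (0.588), neutrophil and proximal tubule genes (both 0.533) were lost, as they were with fry (0.237, 0.229 and 0.237), and 2 lists were called with each, against 22 (18 to 24 without 1 library). Preranked GSEA called the macrophage (0.0251), coagulation (0.0190), glycine and serine (0.00235) and arginine metabolism lists (0.0181) as lower and haem synthesis as higher (0.0190), and did not call the hepatocyte (0.0554) and exocrine pancreas lists (0.429). The amino acid metabolism list without proximal tubule genes (0.00417) left out 3 of 147 genes, too few to bear on the call. Without 1 library, adjusted p ranged from 2.53e-04 to 0.163 for amino acid metabolism (lost without WT replicate 1), 0.0113 to 0.740 for macrophage, 0.0861 to 0.503 for cell cycle and 0.0326 to 0.599 for erythroid genes. The last 2 reversed in direction, cell cycle without WT replicate 1 (0.363) and erythroid without WT replicate 3 (0.0326) or Tg replicate 1 (0.0392). The lists of hox cluster genes (0.279 to 0.836, and 0.886 with the CPM filter), chemokine (0.307 to 0.952), endothelial (0.0494 to 0.894), muscle (0.0710 to 0.987), stroma (0.0273 to 0.791) and podocyte genes (0.0713 to 0.958) also turned in at least 1 of these fits. Log2 fold changes that changed sign belonged to genes short of the test. Those were hoxa9b (-0.030 with the block, -0.50 with limma-voom, and -0.66 to 1.29 without 1 library), ahr1b (-0.0032 with library size only, and -0.47 to 0.77), UNC5B (-0.34 to 0.038), drl (-0.15 to 0.49), hbaa1 (-0.45 to 0.21), and 5 of the rows named HBE1 and the lower one named NOTCH1, whose summed rows gave 0.36 and 0.63. The HBE1 row ENSDARG00000069734 ranged from -0.40 to 0.15 without 1 library. Depth sets the bound on ahr1a, which had no count in Tg (at least 39.1-fold lower), and kept 1 row named MPEG1, with 4 counts over the 6 libraries, from being tested.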

Differences from the paper's values

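The paper reports 251 genes upregulated and 1131 downregulated at an FDR under 0.05 and a fold change of at least 2, and at these thresholds 40 and 73 were found here. Of the 20 alternatives set before the data were examined, DESeq2, which the paper's methods name, with 280 and 1132, and DESeq2 without its independent or Cook's filtering, with 274 and 1102, came within 1.5 times of both of the paper's counts. edgeR's exact test came within it for the higher genes alone (198, with 638 lower), and no other alternative came within it for either count.

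For hoxa9a the paper's fold change is 7.74, against 213 here on the linear scale, and none of the 20 alternatives came within 1.5 times on that scale. On the log2 scale the value here is 7.73, which matches the paper's number, and 18 of the 20 alternatives gave 7.17 to 8.44, but those without WT replicate 3 (10.07) and with limma-voom (9.37) differed from it, whereas the paper's values for gata2b, meis1b, gfi1ab, mmp9, spi2 and hbae1 match those here on the linear scale (7.71, 2.56, 2.38, 2.51, 6.68 and 0.0429 to 0.0455), except that hbae1.3 and hbae1.1 differed from the paper's without WT replicate 2 (0.0808 and 0.0761). For mpeg1 the paper's fold change is 0.44. The more abundant row named MPEG1 (ENSDARG00000055290) had 0.895 here under the main test and differed under all 20 alternatives, and the other (ENSDARG00000043093) had 0.466. For notch1b the paper's fold change is 2.07. Of the rows named NOTCH1, 1 (ENSDARG00000103554) had 0.650 here, which came close to the paper only when rows with the same symbol were summed and differed under the other 19 alternatives, and the other (ENSDARG00000052094) had 2.19. For both symbols a row thus came near the paper's value (0.466 and 2.19). The rows that differed may be genes that the paper does not mean.

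The paper lists amino acid metabolic pathways as overexpressed in Tg, tryptophan, glycine and serine, glutamate and arginine metabolism among them. Here the 147 genes of these pathways were lower on balance (median log2 fold change -0.25, 94 negative and 53 positive), and 3 fell and none rose. The call of the union (camera, adjusted p = 0.00353) was lost with an estimated correlation (0.588) and without WT replicate 1 (0.163), and the paper's text names no split of its KEGG analysis by direction. The paper reports positive enrichment of a cell cycle signature. The paper's gene set was not used here. Another list of 141 cell cycle genes was higher in direction but not called as a whole (camera, adjusted p = 0.359). Preranked GSEA gave that list a positive score too (1.27, unadjusted p = 0.0491, adjusted p = 0.0695). Its direction by camera turned without WT replicate 1 (adjusted p = 0.363). S phase genes leaned higher (median 0.28) and G2 and M phase genes lower (-0.26). The paper counts ahr1b among the lower genes, and here its log2 fold change was 0.07 (adjusted p = 0.979), with no alternative calling it, while ahr1a was lower in both. tmem88a, trim2a, ephb4, jag2b, notch3 and unc5b are given as lower in the paper. Here all 7 matched rows had negative log2 fold changes and none was called under the main test or any of the 20 alternatives. The paper gives hbbe1 as lower in its heatmap. Of 7 rows named HBE1, none was called under the main test, and 1 (ENSDARG00000115405, log2 fold change -5.50) was called by DESeq2 with and without its filters, by edgeR's exact test and by the newer dispersion method, which was chosen after seeing the values and drops 1 gene that the paper calls (ahr1a).

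Some genes that the paper calls missed the adjusted threshold here and were called in other settings. MMP9 (adjusted p = 0.125), the MPEG1 row ENSDARG00000043093 (0.0802), and hbae1.1 and hbae1.2 (0.0860 and 0.0722) were called by DESeq2 with and without its filters and by edgeR's exact test. hbae1.3 (0.0685) and CYP1A1 (0.0685) were called by these and without WT replicate 1, and CYP1A1 also by the newer dispersion method, chosen after seeing the values, which drops 1 gene that the paper calls (ahr1a). The NOTCH1 row ENSDARG00000052094 (0.0501) was called by DESeq2 with and without its filters, by edgeR's exact test, with haemoglobin genes or genes of the non-blood lists left out, with either other filter on low counts, and by that newer method, also chosen after seeing the values. hoxa9a, meis1b, gata2b, gfi1ab, angpt1, csf1rb, myo3a, megf11, slc4a10a, spi2, slc1a4, slc13a1, slc6a2, cyp2k22, cyp2y3 and ahr1a were called here in the direction the paper gives.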

Other observations

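No test of an explanation is reported in this part, and the lists were set before the data were examined. Ribosomal protein genes leaned higher in Tg, with 86 of 90 positive log2 fold changes (median 0.21, camera adjusted p = 3.02e-06, or 0.673 with an estimated correlation), and none passed alone or over the list alone. Per pool, their median stood at -0.06 in Tg replicate 1 and at 0.33 and 0.34 in Tg replicates 2 and 3, in log2 relative to the WT mean. Heat shock genes, of interest because the paper induces meis1 by heat, also leaned higher (29 tested, 20 positive, median 0.38, camera adjusted p = 3.13e-04, or 0.533 with an estimated correlation), and 1 rose when adjusted over the list alone. The paper's methods for these samples do not state which heat treatment the fish of either genotype received. A difference in treatment therefore cannot be told apart from the genotype. For pyrimidine synthesis, the pathway of DHODH that the paper targets with a drug in embryos, none of 30 genes passed (1 higher when adjusted over the list alone, median 0.10, adjusted p = 0.179).

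Markers of other tissues differed between single pools. Of 28 hepatocyte genes 25 had negative log2 fold changes (median -2.88, adjusted p = 0.00353, or 0.673 with an estimated correlation), none passed, and 2 rose and 5 fell when adjusted over the list alone. Their median lay at 2.42 in WT replicate 3 and between -1.92 and -0.81 in the other 5 pools, and the list was not called without WT replicate 3 (0.720) or by preranked GSEA (0.0554). Among the abundant ones, tfa read 314 CPM in WT replicate 3 and at most 28.3 in any other pool, and fetub 117 against at most 0.601. The gonad list had a positive median (0.55) but was called as lower (adjusted p = 0.00556, or 0.673 with an estimated correlation), and its mean was 0.11. It was not called without WT replicate 2 (0.110), Tg replicate 2 (0.187) or Tg replicate 3 (0.159). Exocrine pancreas genes were called as higher (18 tested, median 0.39, adjusted p = 0.0414, or 0.533 with an estimated correlation), but not without WT replicate 1 (0.121), WT replicate 2 (0.181), Tg replicate 2 (0.0713) or Tg replicate 3 (0.0649), nor by preranked GSEA (0.429). Muscle (18 tested, adjusted p = 0.697, median 0.33 with a test direction of lower), stroma (31 tested, 0.486, but 0.0273 and lower without WT replicate 1) and podocyte genes (16 tested, 0.437) were not called, and no member of the gonad, exocrine pancreas, muscle, stroma and podocyte lists passed over all genes or over the list alone.

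Libraries correlated at 0.872 to 0.944 in log2 CPM, highest between Tg replicates 2 and 3. Tg replicate 1 correlated at 0.905 with WT replicate 2, above its 0.887 and 0.893 with Tg replicates 2 and 3.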
